# Characterization of the bovine salivary gland transcriptome associated with *Mycobacterium avium* subsp. *paratuberculosis* experimental challenge

**DOI:** 10.1186/s12864-019-5845-4

**Published:** 2019-06-13

**Authors:** Sanjay Mallikarjunappa, Mounir Adnane, Paul Cormican, Niel A. Karrow, Kieran G. Meade

**Keywords:** Johne’s disease, Cattle, Salivary glands, RNA-Seq, Saliva, Biomarkers

## Abstract

**Background:**

*Mycobacterium avium* subsp. *paratuberculosis* (MAP), the etiologic agent of Johne’s disease is spread between cattle via the fecal-oral route, yet the functional changes in the salivary gland associated with infection remain uncharacterized. In this study, we hypothesized that experimental challenge with MAP would induce stable changes in gene expression patterns in the salivary gland that may shed light on the mucosal immune response as well as the regional variation in immune capacity of this extensive gland. Holstein-Friesian cattle were euthanized 33 months’ post oral challenge with MAP strain *CIT003* and both the parotid and mandibular salivary glands were collected from healthy control (*n* = 5) and MAP exposed cattle (*n* = 5) for histopathological and transcriptomic analysis.

**Results:**

A total of 205, 21, 61, and 135 genes were significantly differentially expressed between control and MAP exposed cattle in dorsal mandibular (M1), ventral mandibular (M2), dorsal parotid (P1) and ventral parotid salivary glands (P2), respectively. Expression profiles varied between the structurally divergent parotid and mandibular gland sections which was also reflected in the enriched biological pathways identified. Changes in gene expression associated with MAP exposure were detected with significantly elevated expression of *BoLA DR-ALPHA*, *BOLA-DRB3* and complement factors in MAP exposed cattle. In contrast, reduced expression of genes such as polymeric immunoglobin receptor (*PIGR*), *TNFSF13*, and the antimicrobial genes lactoferrin (*LF*) and lactoperoxidase (*LPO*) was detected in MAP exposed animals.

**Conclusions:**

This first analysis of the transcriptomic profile of salivary glands in cattle adds an important layer to our understanding of salivary gland immune function. Transcriptomic changes associated with MAP exposure have been identified including reduced LF and LPO. These critical antimicrobial and immunoregulatory proteins are known to be secreted into saliva and their downregulation may contribute to disease susceptibility. Future work will focus on the validation of their expression levels in saliva from additional cattle of known infection status as a potential strategy to augment disease diagnosis.

**Electronic supplementary material:**

The online version of this article (10.1186/s12864-019-5845-4) contains supplementary material, which is available to authorized users.

## Background

*Mycobacterium avium* subsp. *paratuberculosis* (MAP) is the etiological agent of Johne’s disease (JD) in cattle. JD is chronic in nature and manifests as granulomatous enteritis in MAP-infected animals. The fecal-oral route is the primary mode of MAP transmission and calves less than 6 months of age are known to be highly susceptible to MAP infection [1, 2] The pathogenesis of JD involves a long latent subclinical phase and a symptomatic clinical phase. Although asymptomatic, shedding of MAP occurs intermittently during the sub-clinical phase causing disease dissemination. During the clinical phase, infected animals present with profuse watery diarrhea, loss of weight and a significant reduction in milk production, eventually causing wasting and death [3].

JD is prevalent worldwide and causes severe economic losses to the dairy industry due to associated production losses and animal welfare concerns [4]. Although whether MAP can cause Crohn’s disease is controversial and debatable, isolation of MAP from the intestines of patients suffering from Crohn’s disease has also raised public health concerns [5].

Numerous factors contribute to poor control of JD including a poor understanding of factors influencing host susceptibility, diagnostics with limited sensitivity, and the absence of an efficacious vaccine that can clear MAP infection [6]. Current JD control measures include culling MAP positive animals and improving management practices aimed at reducing the risk of contamination within and across herds. Fecal culture, milk and serum ELISA, fecal PCR, and IFN-γ assay are the commonly employed diagnostic tests, often used in conjunction, to diagnose JD. Milk and serum ELISA detect the presence of MAP-specific antibodies and are the most commonly used JD diagnostic method in field conditions because of the quick turnaround time, but their sensitivity is low [7], particularly during the subclinical stage of infection when antibody response is low in the infected animals. Fecal culture has a very high specificity of 99% but requires a long incubation period of 8–16 weeks before an animal can be diagnosed as positive or negative for JD and also lacks sensitivity (~ 60%) during the subclinical stages when shedding is intermittent [8]. Fecal PCR that detects MAP-specific DNA is slightly more sensitive than fecal culture and has similar specificity [9] but it does not confirm the presence of viable MAP organisms. The IFN-γ assay involves measuring IFN-γ that drives the cell-mediated immune response in the infected animal [10]; IFN-γ is released from the lymphocytes after *ex-vitro* challenge with MAP antigen and is measured by ELISA. IFN-γ assay has the potential to detect early phase of MAP exposure; however, the results are highly variable [11] .

Given the difficulties associated with the currently available JD diagnostic techniques, there is a continued need to explore new diagnostic approaches. One such new approach would be the identification of salivary biomarkers that can distinguish MAP exposed versus non-exposed cattle. Cattle produce over 220 L of saliva per day [12]; saliva could hold promise for the routine and accessible profiling of diagnostic biomarkers [13]. In addition, salivary secretions could have enormous significance for immuno-protection of the oral cavity, as well as the regulation of the intestinal microflora [14, 15]. However, detail in cattle in this regard is scant, and very little information is available regarding the functional competence of this complex and extensive gland.

Previous studies in humans and mice have revealed expression of antimicrobial peptides such as defensins and cathelicidins in parotid, mandibular and sublingual salivary glands and their subsequent secretion in saliva [16–18]. A study by Ang et al. [19] has given insights into the complexity of the secreted proteins in bovine saliva, via the identification of 402 proteins. However, disease-associated changes have not been previously explored in cattle. In pigs, the expression of the acute phase protein C-reactive protein (CRP) in saliva has been used to discriminate healthy pigs from those with experimentally-induced inflammation [20]. All these findings illustrate the informative value of biomolecules in saliva associated with health and disease, and hint at the potential utility of such molecules for improving disease diagnosis [13, 21, 22].

Our study was based on the hypothesis that profiling the salivary gland transcriptome between control cattle and matched but MAP exposed cattle may identify stably differentially expressed genes, which if secreted in saliva, could signpost potential oral salivary biomarkers for early detection of MAP exposure and improved JD diagnosis.

## Results

### Sequencing and alignment of reads to bovine reference genome

A total of 39 salivary gland samples, representing two regions of both the parotid - dorsal parotid (P1) and ventral parotid (P2) regions and the mandibular - dorsal mandibular (M1) and ventral mandibular (M2) salivary glands from control and MAP exposed cattle were used for RNA-seq. 

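The data are gene expression values of RNA from the dorsal and ventral ends of the mandibular gland (M1 and M2), a mixed serous and mucous gland, and of the parotid gland (P1 and P2), a serous gland. They come from 10 male Holstein-Friesian cattle that had been given MAP, the bacterium of Johne's disease, or a placebo by mouth as calves. The table of M1 holds 5 control and 5 MAP exposed animals, that of M2 4 and 4, that of P1 5 and 4, and that of P2 5 and 5, with 1 library per animal. The table of M2 holds MAP exposed animal 2402 and lacks control animal 2405. The sample labels give 2405 as the M2 library left out, whereas the paper's text gives 2402, and its methods state that the M2 sample of 2176 was not sequenced. According to the paper, reads were trimmed, mapped to the bovine genome BTA_UMD3.1 with STAR and counted per gene where they mapped uniquely, and DeSeq2 divided the counts of each library by a size factor. The libraries do not mark the strand, so reads of overlapping genes on opposite strands cannot be told apart. The values used here are these normalized counts. Each section was normalized separately, so levels were tested within a section, and levels of different sections are set side by side only as they stand in their own tables. From there, log2 of the value plus 1 was compared between MAP exposed and control cattle with limma, over the 14693 genes of M1, 14671 of M2, 14425 of P1 and 14504 of P2 with a mean value of at least 10, and p-values were adjusted by Benjamini-Hochberg. Differences are given as MAP exposed minus control on this log2 scale, which understates changes of genes at low values. Gene lists, 32 in all, were written before the deposited tables were examined but after the paper's Table S2, with the study's calls on these samples, had been seen. The lists were compared with all other genes by camera with a preset correlation of 0.01 and again with a correlation estimated from the residuals. Single values were compared by exact permutation of the animals over the groups, and all tests are two-sided.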

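In M2 and P2, a single factor per library turned the values into whole reads within 0.01 read for 100% of the values, which recovers the reads counted to genes. These were 34060565 to 41682345 reads in the control libraries of M2 (median 39091114, n = 4) and 34829108 to 45744006 in the MAP exposed libraries (median 41886148, n = 4), with no difference in an exact permutation test (p = 0.4). In P2 they were 33074059 to 38284125 reads in control libraries (median 35697102, n = 5) and 31940822 to 38007674 in MAP exposed libraries (median 35535741, n = 5; exact permutation test, p = 0.635). The values of M1 and P1 were not turned back into reads. The paper's Table S1 lists 39 libraries with 47606879 to 64368085 read pairs. Its median number of pairs is 56292360 in M1 (n = 10), 55350763 in M2 (n = 9), 53336914 in P1 (n = 10) and 52660827 in P2 (n = 10). With both reads of a pair counted, Table S1 gives a mean of 108261157 ± 7954815 reads (SD, n = 39). The recovered reads are in the unit counted to genes, which the paper does not equate with single reads of a pair. They are therefore not to be read as a share of this mean.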

An average of 114 million paired end reads (average ± SD = 114,426,881 ± 8,388,320 were generated. Post mapping, the number of reads that uniquely mapped to the *Bos taurus* reference genome (BTA_UMD3.1) in each sample was greater than 90%. Reads that were mapped to multiple regions were excluded from downstream differential gene expression analysis. Mapping statistics for each sample are provided in Additional file 1: Table S1.

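The normalized counts of a library, which are the values used here, summed to 38029583 to 46914157 in the control libraries of M1 (median 45572596, n = 5) and to 33201337 to 42937181 in its MAP exposed libraries (median 39631041, n = 5). In M2 the medians were 40150792 in control and 36856917 in MAP exposed libraries, in P1 37896098 and 30806340, and in P2 38625405 and 33036370. The gene with the largest share in every mandibular library was ENSBTAG00000009144, which has no symbol in the tables. Its share was 9.32% to 25.2% of the sum in M1 and 13.9% to 20.6% in M2. In the parotid gland the most abundant gene differed between animals and held 3.93% to 15.9% of the sum. It was DNASE1, a secreted deoxyribonuclease, in animals 2398, 2402 and 2194, and each of the 9 animals with both parotid sections had the same most abundant gene in P1 and P2. According to the paper's Table S1, 91.0% to 94.9% of the read pairs of a library mapped uniquely and 1.67% to 4.05% mapped to several places. Genes with near-identical copies therefore keep only the reads that tell the copies apart.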

### Principal component analysis (PCA)

PCA of normalized read counts was performed to compare sample clustering between control and MAP exposed samples within each salivary gland group and to identify outliers. Based on PCA, two M2 salivary gland samples (sample #2402, #2176) and one from the P1 group (sample #2420) that did not cluster within their respective groups were deemed outliers and were excluded from downstream differential gene expression analysis. 

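MAP exposed and control cattle lay apart on the first principal component in P2 and on the second in P1. The components were computed from the 500 genes of each section with the largest variance of the log2 values. In P2 the first component, with 20.5% of the variance, had a mean score of 12.0 in MAP exposed and −12.0 in control cattle (exact permutation test, p = 0.0079, adjusted p = 0.032 over the 8 components of the 4 sections). In P1 the second component held 18.9% of the variance and separated the groups with the same p and adjusted p, whereas the first held 20.4% (exact permutation test, p = 0.603). In M1 the groups differed on the first component, which held 17.2%, before adjustment (exact permutation test, p = 0.040, adjusted p = 0.106) and not on the second (p = 0.548 by the same exact test). In M2 neither the first component, with 26.2%, nor the second, with 17.2%, differed (exact permutation test, p = 0.543 for each). With each gene scaled to unit variance the P1 groups differed on the first component (exact permutation test, p = 0.040) and not on the second (p = 0.222 by the same exact test). Without control animal 2395 the p in the exact test was 0.111 for the first component of P2. For the first component of M1 it was over 0.05 without any single one of 2395, 2405, 2425, 2176 and 2420, reaching 0.135 without 2405, and for the second component of P1 it was over 0.05 without any single one of 2405, 2409, 2425, 2398, 2176, 2402 and 2194, reaching 0.232.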

Figure 1 depicts the PCA plots that show the samples clustering by control vs. MAP exposed group in all the 4 salivary gland groups.

**Fig. 1:**
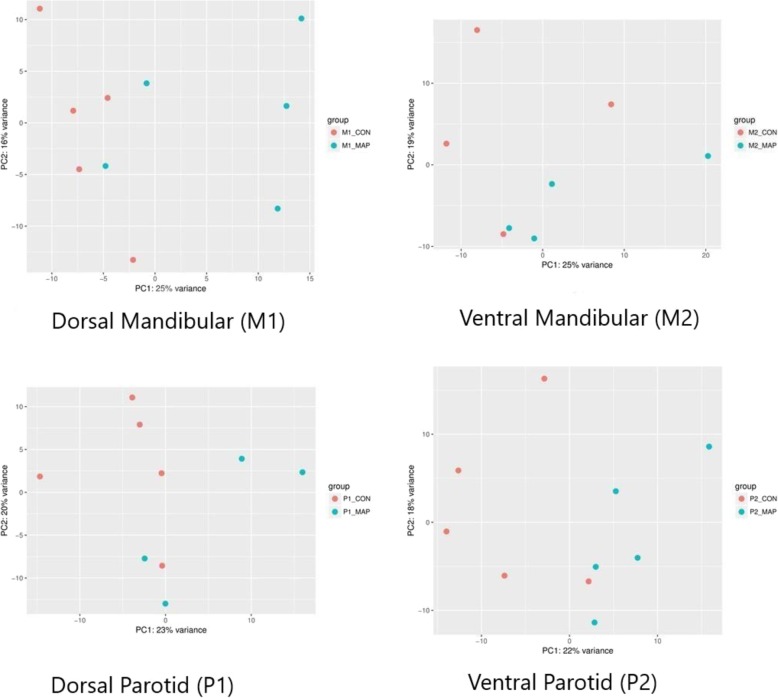
Principal Component Analysis (PCA) plot of the DEG dataset in Dorsal mandibular salivary gland extremity (M1); Ventral mandibular salivary gland extremity (M2); Dorsal parotid salivary gland extremity (P1) and Ventral parotid salivary gland extremity (P2) from control and MAP exposed cattle. The control (red) and MAP exposed (blue) samples are plotted along the first two principal component axes (PC1 and PC2)

### Histopathology

No histopathological changes related to MAP infection were observed in salivary glands under H&E staining. Similarly, Ziehl-Neelsen (ZN) staining did not identify acid-fast MAP in any of the salivary gland samples. Histopathological image of two representative samples from parotid and mandibular salivary gland are shown in Fig. 2b. The structural difference between the two glands was evident with parotid gland comprising of pure serous acini consisting of rectangular granular cells with central nuclei and a hardly visible central lumen. Whereas, the mandibular gland comprised of pure serous acini consisting of triangular granular cells with their base directed outwards and with basal nuclei. Mixed seromucous acini with crescents of Giannuzzi were also seen in mandibular glands. The observed structural differences between the two major salivary glands is reflective of their functional and secretory adaptations.

**Fig. 2:**
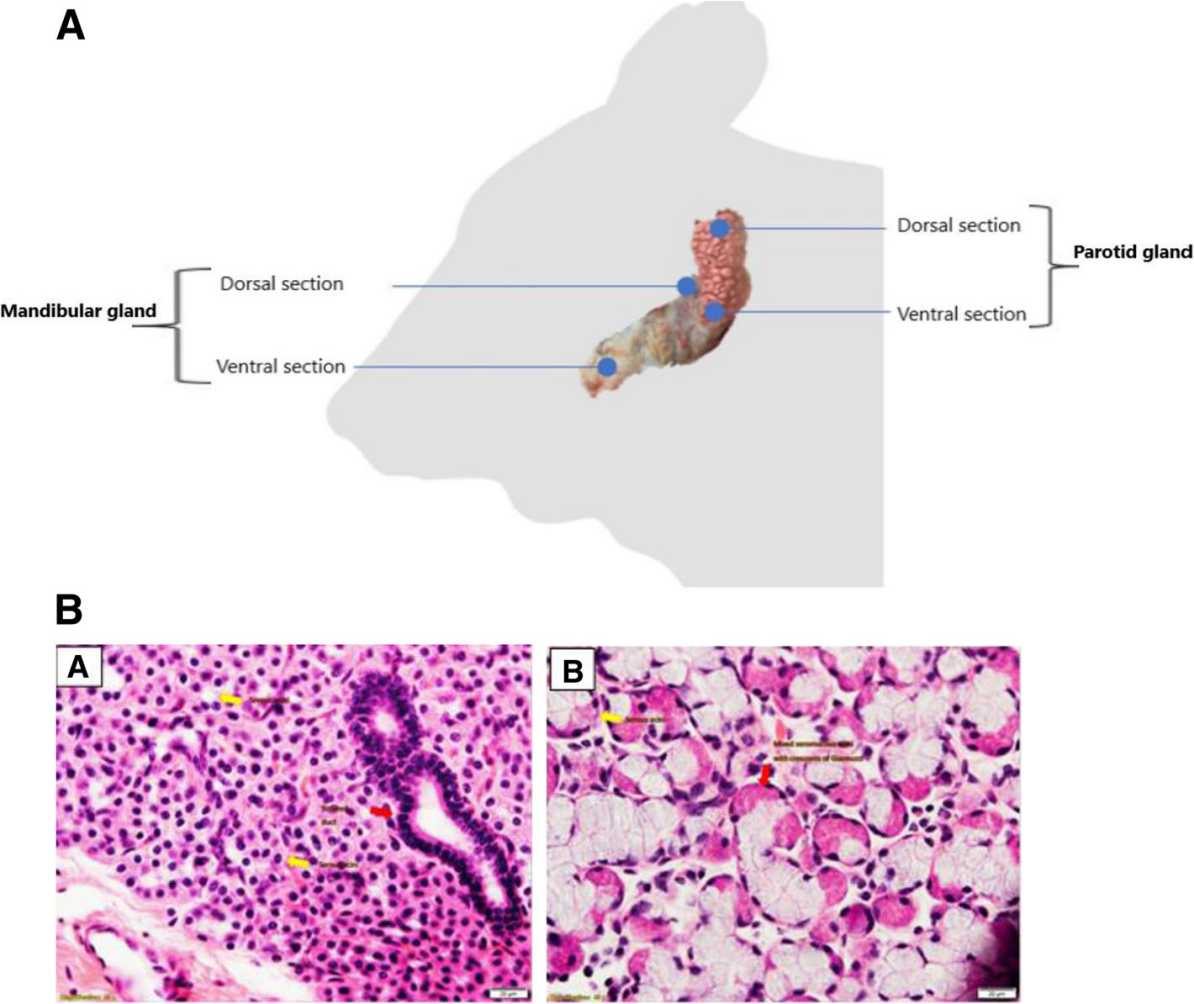
**a** Salivary glands sampling. After euthanasia, the head was positioned upside down and the skin between jaws was incised using sterile disposable scalpel. Then, diagonal incision was made from the ear to join the first incision and the skin was removed from one side to expose the adjacent tissues. Fatty tissue was incised at the site of targeted salivary glands. Parotid and mandibular glands were located at one side and two samples were collected at dorsal and ventral anatomical sections from each gland. **b**: **a**: Parotid gland; Pure serous acini consisting of rectangular granular cells with central nuclei. Central lumen hardly visible (yellow arrow). Striated duct with columnar cells with central nuclei and basal-striated appearance (red arrow). **b** Mandibular gland; Pure serous acini consisting of triangular granular cells with their base directed outwards and basal nuclei (yellow arrow). Mixed seromucous acini with crescents of Giannuzzi (red arrow). Bar length 20 um

### Differential gene expression analysis

Differentially expressed genes (DEGs) between control and MAP exposed cattle in mandibular and parotid salivary glands were determined using DeSeq2 software. A False Discovery Rate (FDR) of 5% was used to correct for multiple testing. The identified DEGs were found to be significant with a *p*_*adj*_ *< 0.05*. In the M1 salivary gland group, a total of 205 genes were differentially expressed between the two groups, of which the expression of 128 genes was upregulated and 77 genes were downregulated in the MAP exposed animals. 

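The genes with the smallest p in M1, chosen after their values were seen, included enzymes, transporters and secreted regulators. CYP2S1, a cytochrome P450 enzyme, had 77.0 ± 19.1 normalized counts in control (SD, n = 5) and 209.5 ± 56.1 in MAP exposed cattle (SD, n = 5), a log2 difference of 1.42 (SE 0.23, adjusted p = 0.173 from limma). CHRD, an antagonist of bone morphogenetic proteins, went from 289 ± 49.5 to 507 ± 75.3 (SD), a difference of 0.81 (adjusted p = 0.233). SLC5A1, a sodium and glucose transporter, was lower at 1651 ± 189.7 against 2593 ± 343 (SD; difference −0.65, adjusted p = 0.175), and OCA2, a melanosomal protein, was at 8.04 ± 2.56 against 29.5 ± 11.0 (SD; difference −1.72). In each of these genes every MAP exposed animal lay on the same side of every control animal (exact permutation test, p = 0.0079, the smallest p that 5 animals against 5 allow). By limma, 0 genes were up and 0 down at an adjusted p under 0.05, and the smallest adjusted p was 0.103. At an unadjusted p under 0.05, 825 genes were higher and 828 lower, 1653 together, where chance alone gives 735 for both directions together. Both directions together ranged from 1203 to 2509 genes without single animals. edgeR and DESeq2 were not run on M1, since its reads were not recovered. The authors' deposited table calls 205 genes, 128 up and 77 down. All 205 had the same sign and an unadjusted p under 0.05 here, with a median absolute log2 difference of 0.74, and 112 had groups that did not overlap. These genes were called on the same animals, so this is no independent evidence. Without control animal 2395, CFI passed limma's threshold, and without MAP exposed animal 2194 the unnamed genes ENSBTAG00000048049 (log2 difference −2.54) and ENSBTAG00000001219 (−2.45) did, all 3 named after their values were seen. In data simulated with the means and spread of M1 limma recovered 35.8% of genes changed 1.5-fold and 78.8% of genes changed 2-fold.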

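LRP2, FRMD5, OTOA and NTN4 were among the genes with the smallest p in M2, again chosen after their values were seen. LRP2, an endocytic receptor also known as megalin, had 801 ± 52.2 normalized counts in control (SD, n = 4) and 1712 ± 596 in MAP exposed cattle (SD, n = 4), a log2 difference of 1.04 (SE 0.21, adjusted p = 0.991 from limma). FRMD5 was at 32.9 and 104 (difference 1.64), OTOA at 25.5 and 96.0 (difference 1.76), and NTN4, a secreted netrin of basement membranes, at 674 and 1148 (difference 0.76). The groups did not overlap in any of these genes (exact permutation test, p = 0.029, the smallest p that 4 animals against 4 allow). Limma called 0 genes, with a smallest adjusted p of 0.645, and edgeR on the recovered reads also called 0. DESeq2 on the recovered reads called 21 genes, 13 up and 8 down. At an unadjusted p under 0.05, limma gave 292 genes higher and 188 lower, 480 together, fewer than the 734 that chance gives on average for both directions together. Both directions together ranged from 363 to 1061 genes without single animals, so this count rests on single animals. All 21 genes that the authors' deposited table calls, chosen on these same libraries, had the same sign here and groups that did not overlap, with a median absolute log2 difference of 1.34. In data simulated with the means and spread of M2, limma recovered 4.62% of genes changed 1.5-fold and 43.3% of genes changed 2-fold, and DESeq2 31.3% and 71.6%. The simulated values follow the negative binomial model that DESeq2 assumes, and unchanged genes called by DESeq2 were not counted. The larger share therefore does not show that its further calls are right.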

In M2 group, 21 genes were differentially expressed with 13 genes being upregulated and 8 genes with a downregulated expression in MAP exposed animals. A total of 11 DEGs were found to be common between M1 and M2 groups with their log2 fold-change expression observed in the same direction (Fig. 3a). 

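Among the genes that the authors' deposited table calls in both mandibular sections, C3, VWF, CYP2S1, COL26A1 and ENSBTAG00000026758 were higher and PIGR, LPO, AQP3, F5, HIST1H2AC and ENSBTAG00000003408 lower in MAP exposed cattle. COL26A1, a collagen, had 33.8 ± 7.30 normalized counts in control and 90.6 ± 65.2 in MAP exposed cattle in M1 (SD, n = 5 and 5), and 27.6 ± 15.1 and 86.5 ± 27.7 in M2 (SD, n = 4 and 4). AQP3, a water and glycerol channel, was at 888 ± 292 and 476 ± 97.8 in M1 (SD; log2 difference −0.86, SE 0.22) and 790.1 ± 184 and 418 ± 64.7 in M2 (SD; −0.90, SE 0.20). Coagulation factor F5 was at 734 and 248 in M1 and 641 and 225 in M2, with log2 differences of −1.61 and −1.51. Of the authors' calls among the 14577 genes kept in both sections, 5 up and 6 down were shared, where independent lists of these sizes give 0.114 and 0.0423. Limma shared 0 genes at an adjusted p under 0.05, and 155 higher and 124 lower at an unadjusted p under 0.05, where independent lists give 16.3 and 10.7. The sections come from the same animals, whose deviations from their group means correlated across genes with a median of 0.518. Of 70 splits of these animals into other groups, counting the real one, 3 shared as many genes, and the highest of the other splits shared 318. The M1 and M2 differences themselves, compared within the 8 animals of both tables, differed in 0 genes by limma (146 at an unadjusted p under 0.05, with 729 given by chance). In data simulated for this comparison limma recovered 12.1% of genes changed 2-fold, with the sections of an animal drawn independently. The count of 0 therefore does not show that the sections respond alike.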

Figure 4 (a and b) depict the volcano plot indicating the log2 fold-change of the top 30 differentially expressed genes in M1 and M2 salivary glands, respectively. Overall, in both M1 and M2 salivary gland groups, majority of the identified DEGs had their expression upregulated in MAP exposed animals.

**Fig. 3:**
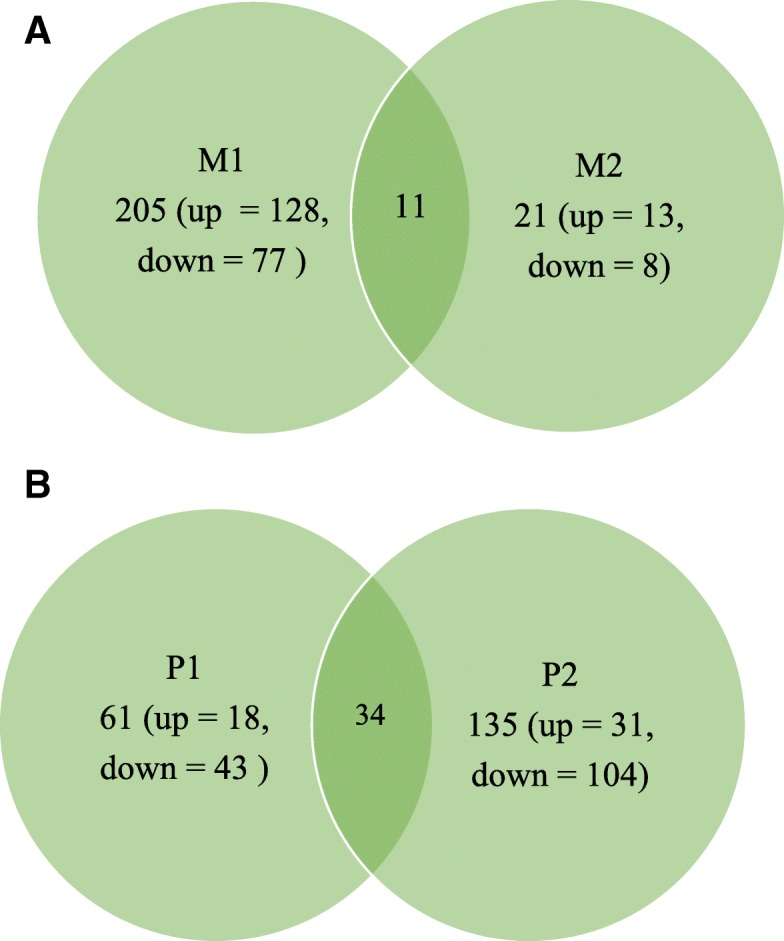
**a** Venn diagram comparing the number of DEGs identified in M1 and M2 salivary gland regions along with the intersection indicating the number of common DEGs. up = upregulated or down = downregulated in corresponding salivary gland group. **b** Venn diagram comparing the number of DEGs identified in P1 and P2 salivary gland along with the intersection indicating the number of common DEGs. up = upregulated or down = downregulated in corresponding salivary gland group

**Fig. 4:**
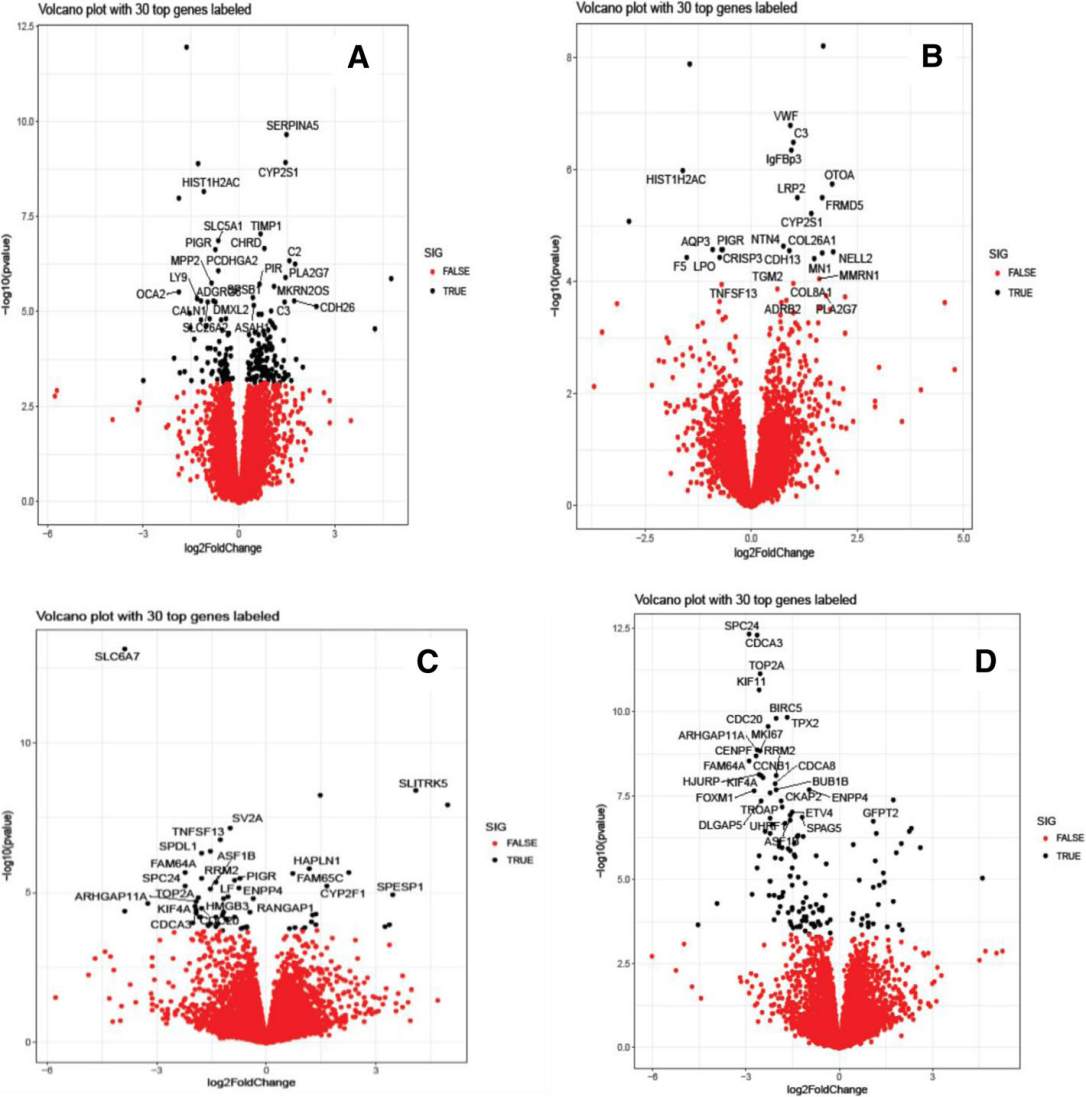
Volcano plot of differential expression (−log10 *p*-value vs log2fold change) in dorsal mandibular salivary gland (M1) (**a**), ventral mandibular salivary gland extremity (M2) (**b**), dorsal parotid salivary gland (P1) (**c**) and ventral parotid salivary gland extremity (P2) (**d**), respectively. Genes with an FDR < 0.05 are highlighted in black with top 30 of them labeled by their names

The number of DEGs identified in P1 and P2 groups was 61 and 135, respectively. Within P1 group, a total of 18 and 43 genes were up- and down-regulated, respectively, in MAP exposed animals; whereas, in P2 group, 31 and 104 genes were upregulated and downregulated, respectively. 

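In P1 a transporter and a vesicle protein were among the genes with the smallest p, all chosen after their values were seen. SLC6A7, a proline transporter, had 119.5 ± 78.7 normalized counts in control (SD, n = 5) and 8.27 ± 4.40 in MAP exposed cattle (SD, n = 4), a log2 difference of −3.59 (SE 0.48, adjusted p = 0.18 from limma). SV2A, a glycoprotein of secretory and synaptic vesicles, was at 883 ± 203 and 441 ± 43.7 (SD; difference −0.98, adjusted p = 0.41). HAPLN1, which links hyaluronan and proteoglycans in the extracellular matrix, was higher at 473 ± 105 against 209 ± 65.9 (SD; difference 1.20). The groups did not overlap in SLC6A7, SV2A and HAPLN1. Limma called 0 genes at an adjusted p under 0.05. At an unadjusted p under 0.05, 431 genes were higher and 502 lower, 933 together, where chance gives 721 for both directions together. Leaving out single animals gave 566 to 1577 genes at an unadjusted p. The 61 genes that the authors' deposited table calls, 18 up and 43 down, all had the same sign and an unadjusted p under 0.05 here, and 37 had groups that did not overlap, in the animals they were called on. Without MAP exposed animal 2176 limma called SLITRK5 (log2 difference 4.07), and without 2194 it called ENSBTAG00000034662 (5.01), both named after their values were seen. Data simulated with the means and spread of P1 gave limma 31.3% of genes changed 1.5-fold and 59.1% of genes changed 2-fold.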

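In P2 the genes with the smallest p, chosen after their values were seen, were mostly genes of cell division, all lower in MAP exposed cattle. TOP2A, a DNA topoisomerase of dividing cells, had 316 ± 185 normalized counts in control and 53.7 ± 6.96 in MAP exposed cattle (SD, n = 5 and 5; log2 difference −2.31, SE 0.38, adjusted p = 0.111 from limma). CDCA3, which takes part in entry into mitosis, was at 189 ± 106 and 30.5 ± 5.45 (SD; difference −2.43, adjusted p = 0.0954), and TPX2, a spindle assembly factor, at 266 ± 99.7 and 84.4 ± 12.8 (SD; difference −1.58). KIF11, BIRC5 and CDC20 had differences of −2.38, −1.86 and −2.15. Counts at the microRNA gene bta-mir-29b-2 were higher, at 27.9 ± 7.52 against 7.84 ± 1.98 (SD, difference 1.70). The control mean was under the minimum mean value of 10 set over all libraries. Which transcript of this gene was counted is not known. Limma called 0 genes at an adjusted p under 0.05 and 88 under 0.25, edgeR on the recovered reads called 0, and DESeq2 on the recovered reads called 135, 31 up and 104 down. At an unadjusted p under 0.05 limma gave 585 genes higher and 607 lower, 1192 together, where chance gives 725 for both directions together. Leaving out single animals gave 758 to 2082 genes in both directions together. Of the authors' 135 calls 133 were kept here, all with the same sign and an unadjusted p under 0.05, and 93 with groups that did not overlap, again in the animals they were called on. Without control animal 2409 limma called 72 genes, 27 up and 45 down, of which 36 belong to the cell cycle list. In data simulated with the means and spread of P2 limma recovered 22.4% of genes changed 1.5-fold and 63.6% changed 2-fold, edgeR 23.9% and 58.5%, and DESeq2 44.8% and 76.1%. Unchanged genes called by edgeR or DESeq2 were not counted in these data either.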

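ENPP4, an ectoenzyme that cleaves extracellular nucleotides, was lower in both parotid sections of MAP exposed cattle. It had 1679 ± 343 normalized counts in control and 1002 ± 72.5 in MAP exposed cattle in P1 (SD, n = 5 and 4; log2 difference −0.72, SE 0.15, adjusted p = 0.623 from limma) and 1678 ± 253 and 857 ± 189 in P2 (SD, n = 5 and 5; difference −0.98, SE 0.15, adjusted p = 0.106), and the groups did not overlap in either section. SLC6A7 and SV2A were also lower in P2, with log2 differences of −2.63 (SE 0.53) and −1.03 (SE 0.23). These genes were chosen after their values were seen. Of the authors' deposited calls, 7 up and 27 down were shared among the 14353 genes kept in both sections, where independent lists of these sizes give 0.0389 and 0.306. Limma shared 0 genes at an adjusted p under 0.05. At an unadjusted p under 0.05 it shared 134 higher and 267 lower genes, where independent lists give 17.3 and 20.9. The deviations of the 9 animals with both sections correlated across genes with a median of 0.589, and of 100 splits of the animals, counting the real one, 4 shared as many genes, the highest of the others 703. The P1 and P2 differences, compared within animals, differed in 0 genes by limma (317 at an unadjusted p under 0.05, with 718 given by chance). Simulated data for this pair, with the sections of an animal drawn independently, gave limma 14.9% of genes changed 2-fold. A like response of the 2 parotid sections is therefore not shown.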

The number of DEGs that were common between P1 and P2 groups was found to be 34 with their log2 fold-change expression observed in the same direction (Fig. 3b). Figure 4 (c and d) depict the volcano plot indicating the log2 fold-change of the top 30 differentially expressed genes in P1 and P2 salivary glands, respectively. 

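Among the genes whose control and MAP exposed animals did not overlap, 105 were higher and 129 lower in MAP exposed cattle in P1, and 66 were higher and 135 lower in P2. In M1 134 were higher and 127 lower, and in M2 146 were higher and 139 lower. Both directions together gave 261 genes in M1, 285 in M2, 234 in P1 and 201 in P2, where chance gives 117, 419, 229 and 115 on average. Counts as large came from 8 of 100 splits of the animals in M1, 21 of 35 in M2, 36 of 100 in P1 and 11 of 100 in P2, counting the real one, which is more than 1 in 20 in every section. The difference between MAP exposed and control cattle was also compared between glands within the same animals. By limma, 0 of 14110 genes differed between M1 and P1 at an adjusted p under 0.05 (smallest adjusted p = 0.083), and 1450 at an unadjusted p under 0.05, where chance gives 706. Between M2 and P2, 0 of 14141 genes differed (smallest adjusted p = 0.0888), and 596 at an unadjusted p under 0.05, where chance gives 707. The count was also 0 for both pairs without blocking on the animal. In data simulated for these comparisons limma recovered 23.4% of genes changed 2-fold between M1 and P1 and 6.56% between M2 and P2. The sections of an animal were simulated independently, so these shares may be too low. In the real data the deviations of an animal correlated with a median of 0.317 between M1 and P1 and 0.387 between M2 and P2.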

Contrary to mandibular salivary glands, the expression of the majority of the identified DEGs was downregulated in MAP exposed animals in both P1 and P2 salivary gland groups. Additional file 2: Table S2 provides the summary of the identified DEGs in all the 4 salivary gland groups.

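PIGR (ENSBTAG00000019798), the receptor that carries polymeric IgA across the epithelium into secretions, was lower in MAP exposed cattle in every section. In M1 it had 408127 ± 64763 normalized counts in control (SD, n = 5) and 243274 ± 39044 in MAP exposed cattle (SD, n = 5), and in M2 389407 ± 52678 and 245944 ± 32951 (SD, n = 4 and 4). In P1 the values were 4599 ± 1229 and 2503 ± 197 (SD, n = 5 and 4), and in P2 4993 ± 460.1 and 2806 ± 998 (SD, n = 5 and 5), each section on its own scale. The log2 differences were −0.75 (SE 0.21) in M1, −0.66 (SE 0.25) in M2, −0.84 (SE 0.17) in P1 and −0.90 (SE 0.21) in P2. Every MAP exposed animal was below every control animal of its section (exact permutation test, p = 0.0079 in M1, P1 and P2 and p = 0.029 in M2). Over all genes limma gave adjusted p = 0.307 in M1, 1.0 in M2, 0.623 in P1 and 0.2 in P2.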

Polymeric immumoglobin receptor (*PIGR*) gene was significantly differentially expressed in all the 4 salivary gland groups with its expression downregulated in MAP exposed animals (Fig. 5a). Figure 5b and c illustrate the expression of highly abundant and differentially expressed antimicrobial genes lactoperoxidase (in M1 and M2) and lactoferrin (in P1 group) respectively.

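LPO (ENSBTAG00000012780), the peroxidase of saliva, was lower in the mandibular gland of MAP exposed cattle. It had 172536 ± 39984 normalized counts in control and 90539 ± 27279.9 in MAP exposed cattle in M1 (SD, n = 5 and 5; log2 difference −0.95, SE 0.23, adjusted p = 0.271 from limma), and 157698 ± 36924 and 93430.2 ± 5506 in M2 (SD, n = 4 and 4; difference −0.73, SE 0.21, adjusted p = 1.0). LF (ENSBTAG00000001292), the iron-binding protein lactoferrin, was at 48727 ± 16716 in control and 23664 ± 3648 in MAP exposed cattle in P1 (SD, n = 5 and 4; difference −0.99, SE 0.23, adjusted p = 0.623). No MAP exposed animal overlapped the control animals for LPO in M1 or M2 or for LF in P1 (exact permutation test, p = 0.0079 and 0.029 for LPO and p = 0.016 for LF). Of 20 secreted antimicrobial and innate saliva proteins in M1, 3 were up and 1 down when adjusted over the list alone and 0 over all genes. BPIFA1 rose from 60.7 to 178, RNASE6 from 224 to 403 and the mucin MUC1 from 1078 to 1947, while LPO fell. In M2, 2 of 20 were up, the siderophore-binding LCN2 (35.9 to 110.4) and MUC1, and 2 down, LPO and CRISP3 (6357 to 3910.0). In P1, 0 of 19 were up and 2 down, LF and AZGP1 (17215 to 11808), and this list was lower than other genes by camera (mean log2 difference −0.29, adjusted p = 0.00916; adjusted p = 0.457 with an estimated correlation). Its mean was −0.15 without control animal 2425, and it did not pass with quantile scaling, by fry (adjusted p = 0.375) or by exact permutation of list means (adjusted p = 0.536). The 4 calls of M1 became 0 without control animal 2405 or 2425, 2 without 2398, 2176 or 2420, 7 without 2155 and 8 without 2402. Those of M2 became 2 without 2409, 2155, 2194 or 2420, and those of P1 became 1 without 2155.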

**Fig. 5:**
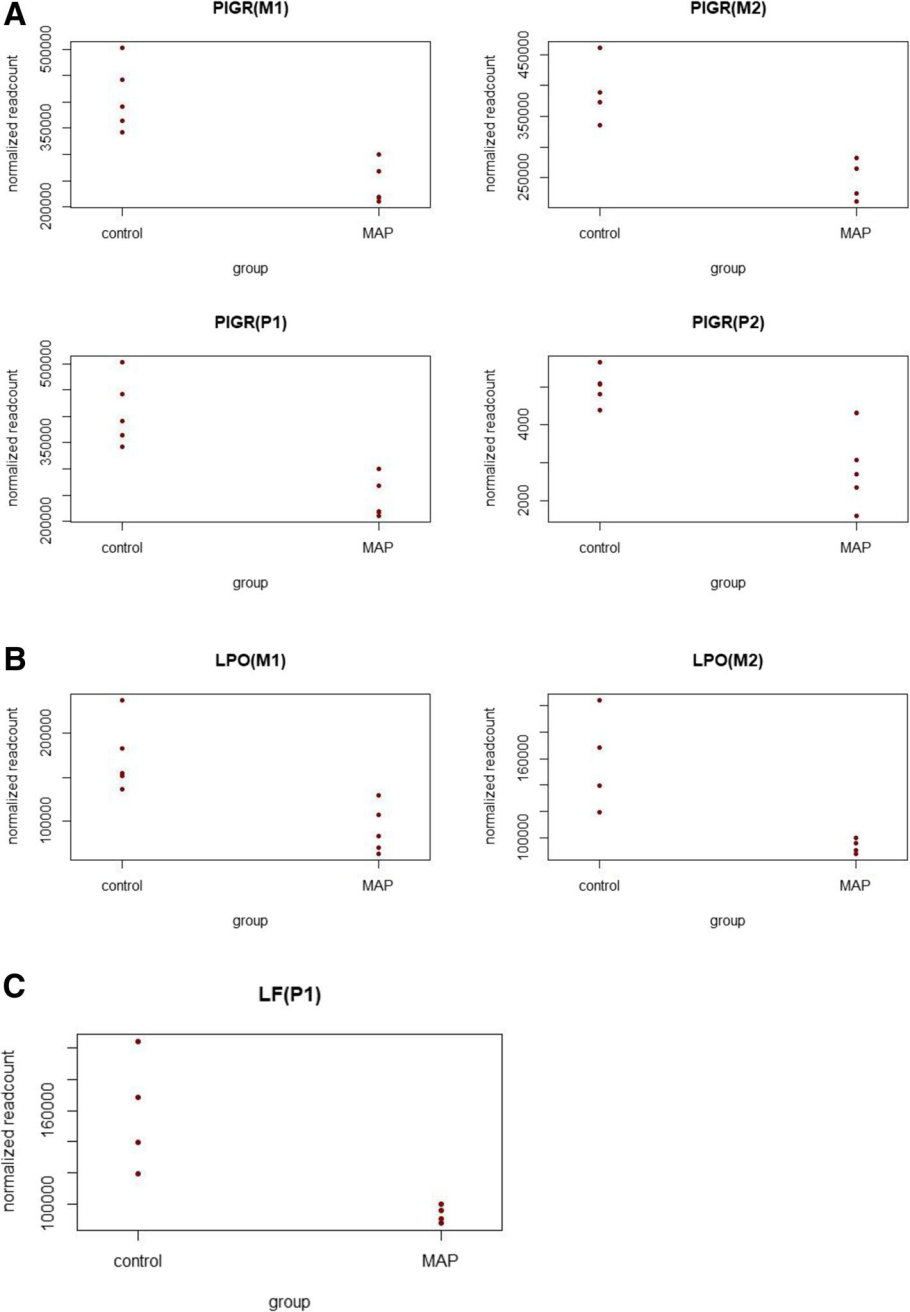
**a** Expression of *Polymeric Immunoglobulin Receptor* (PIGR) in salivary glands (salivary gland group in the paranthesis). The expression was downregulated in MAP infected animals in all the salivary gland groups; **b** Expression of *lactoperoxidase* (LPO) in M1 and M2 salivary gland groups (salivary gland group in the paranthesis). LPO expression was downregulated in MAP-infected animals in M1 and M2 salivary gland groups; **c** Expression of *lactoferrin* (LF) in P1 salivary gland group (salivary gland group in the paranthesis). LF expression was downregulated in MAP-infected animals in P1 salivary gland group

### Gene ontological analysis of DEGs

Gene ontology (GO) analysis identified the different functional groups enriched among DEGs in each salivary gland group. Four molecular functions and 12 biological processes were enriched among the DEGs in M1 group; while in M2 group, one biological process and one cellular component were over represented among the identified DEGs. Fifty-four biological processes, 18 cellular components and 23 molecular functions were enriched among DEGs in P1 group; whereas in P2 salivary gland group, a total of 84 biological processes, 38 cellular components and 7 molecular functions were enriched among DEGs. Figure 6 illustrates the biological pathways enriched among DEGs within each salivary gland group.

**Fig. 6:**
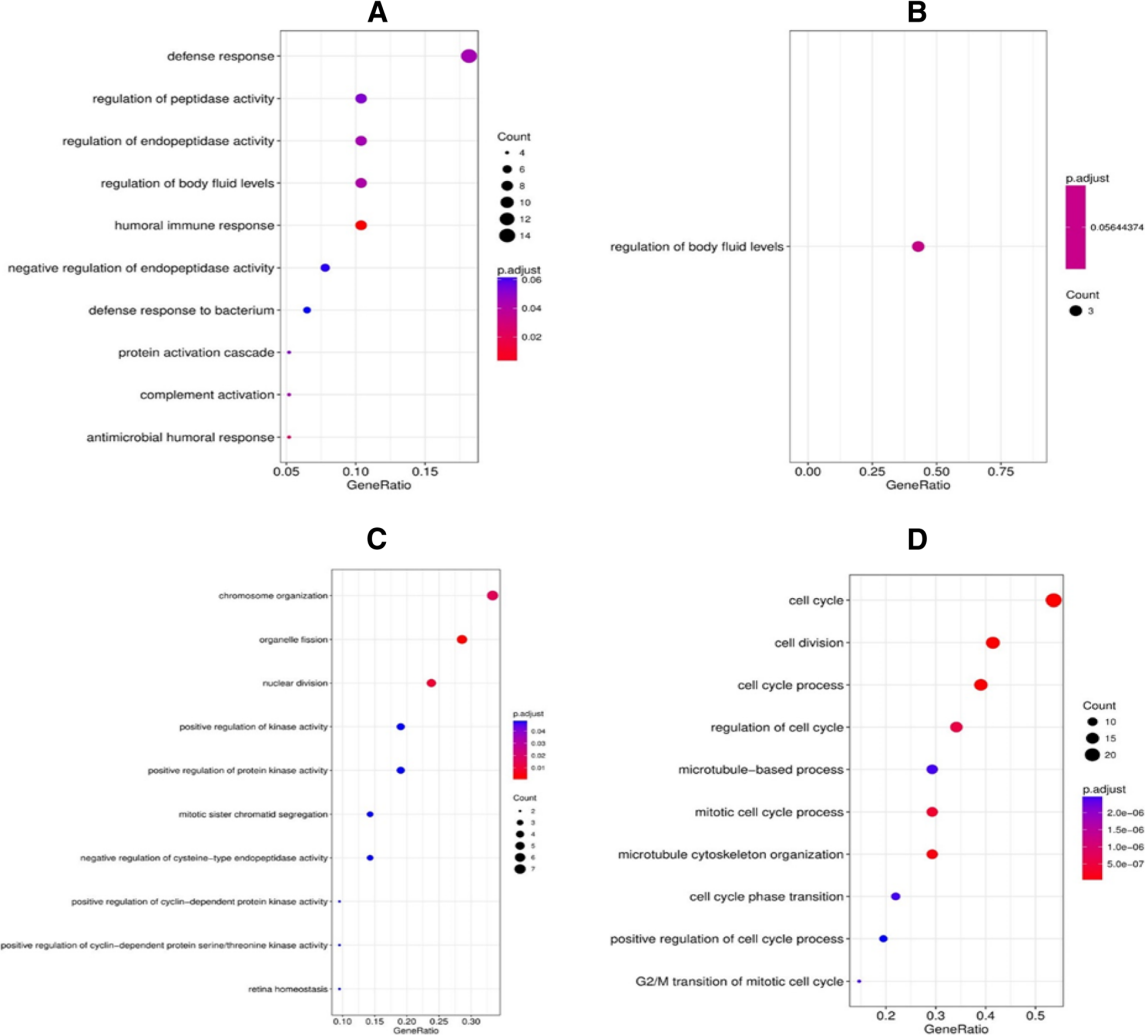
Biological processes enriched among DEGs in dorsal mandibular salivary gland extremity (M1) (**a**), ventral mandibular salivary gland extremity (M2) (**b**), dorsal parotid salivary gland extremity (P1) (**c**) and ventral parotid salivary gland extremity (P2**)** (**d**)

### KEGG pathway analysis

KEGG pathway analysis identified over-representation of 10 pathways in M1 salivary glands. 

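Genes of MHC class I presentation were on average higher and replication-dependent histones lower in M1 of MAP exposed cattle. Of 18 genes of MHC class I presentation, all 18 had higher means (mean log2 difference 0.26, SE 0.13, n = 5 and 5), and PSME2 and PSME1, which activate the proteasome, were up over the list alone with differences of 0.48 and 0.46. All 7 replication-dependent histones with a symbol were lower (mean −0.51, SE 0.16), with HIST1H2BD at 372 normalized counts in control and 249 in MAP exposed cattle (difference −0.59). Only these 7 of the 57 listed histone genes were matched by symbol and reached the minimum value. Of 24 genes of coagulation and fibrinolysis, 4 were up and 1 down over the list alone, with a mean of 0.17 (SE 0.16) and PROS1, the anticoagulant protein S, at 161 and 276. By camera, 22 of the lists passed an adjusted p under 0.05 in M1, 15 up and 7 down, among them MHC class I (adjusted p = 6.8e-05), histones (adjusted p = 0.000634) and coagulation (adjusted p = 0.00729). With an estimated correlation 0 lists passed (adjusted p = 0.253, 0.207 and 0.261 for these 3), and over all genes 0 members of any list passed limma. fry, which tests whether the members of a list move together without comparing them with other genes, called 2 lists, histones (adjusted p = 0.035) and the tuberculosis markers. The 2 class I calls became 0 without 2395, 2405, 2425, 2398, 2176, 2194 or 2420 and 4 without 2155, and the 5 coagulation calls became 2 without 2405 and 3 without 2409, 2425, 2194 or 2420. The coagulation mean was 0.0933 without 2409. Interferon-stimulated genes, which include none of the class I list, had a mean of 0.72 in M1 (SE 0.38; 0.46 without 2176), and markers of macrophages and dendritic cells one of 0.45 (SE 0.13). For these lists camera gave adjusted p = 3.5e-14 and 5.3e-08, and adjusted p = 0.261 and 0.207 with an estimated correlation.

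**Figure D1:**
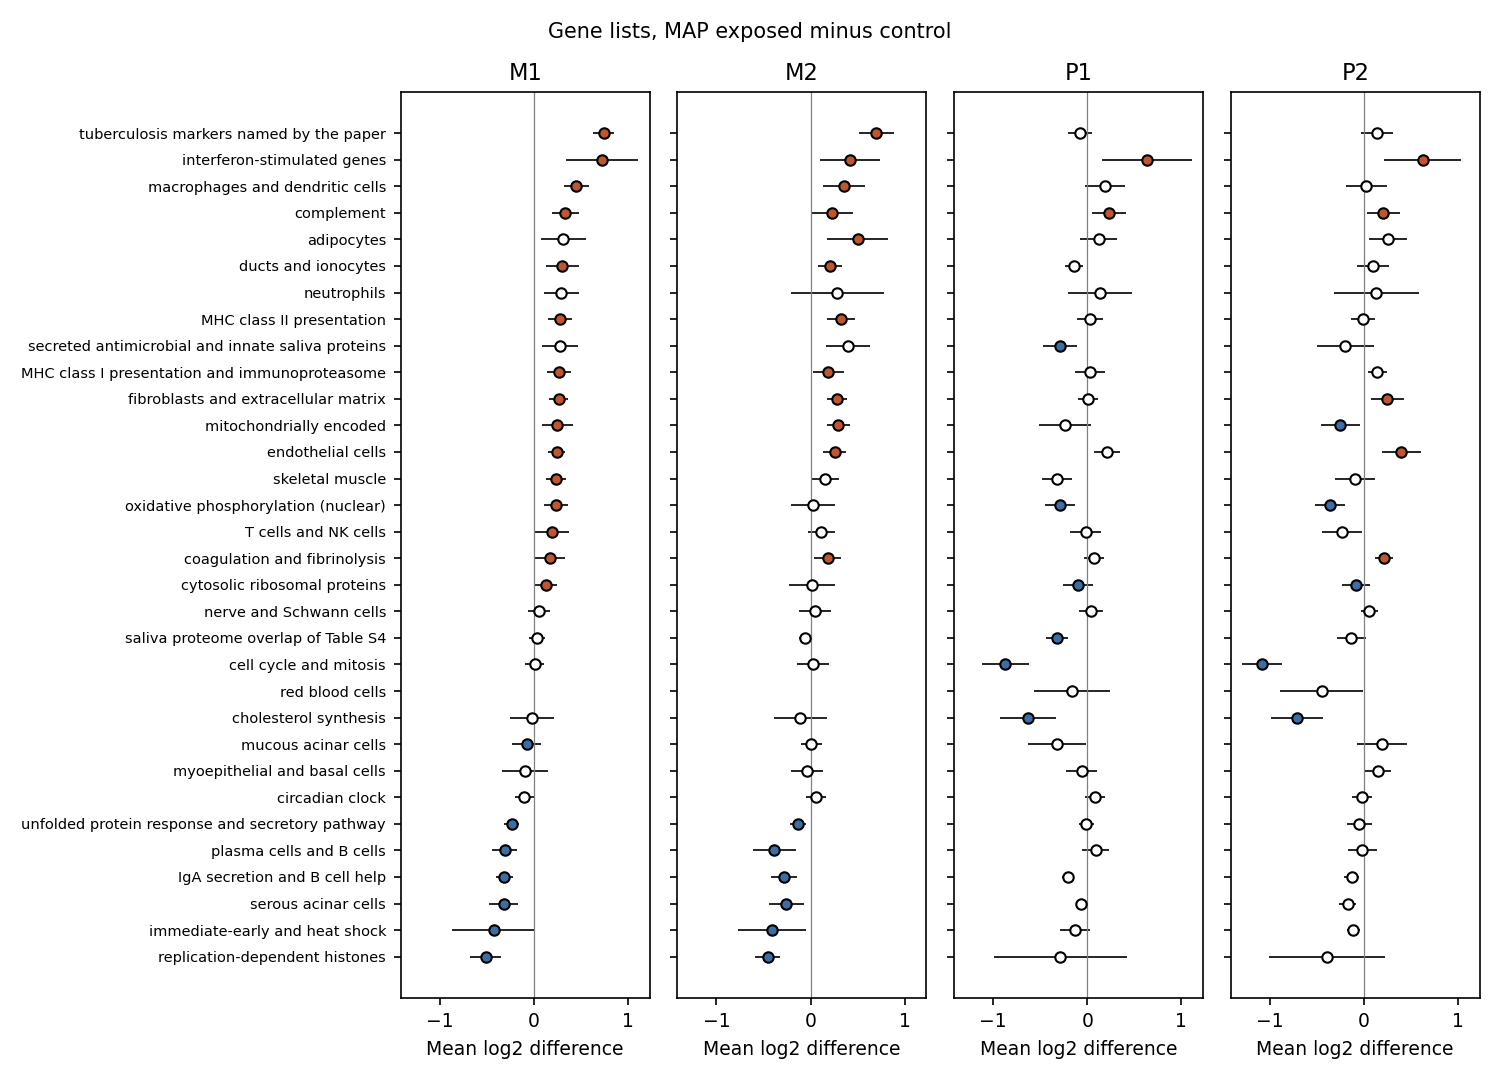
Mean log2 difference between MAP exposed and control cattle of each gene list in M1, M2, P1 and P2, with bars of the standard error of the list mean between animals. Filled points passed camera with the preset correlation (red higher, blue lower in MAP exposed cattle), open points did not, and red blood cell genes were measured in P1 and P2 only. Cell cycle genes are near 0 in M1 and at −0.87 and −1.08 in P1 and P2.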

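Genes of the complement system, which marks and lyses microbes, and of coagulation were on average higher in M2 of MAP exposed cattle, by means that rested on single animals. The 24 complement genes had a mean log2 difference of 0.23 (SE 0.22, n = 4 and 4), with 16 higher and 8 lower, and C3 alone was up over the list alone. The 25 coagulation genes had a mean of 0.18 (SE 0.14), with VWF up and F5 down over the list alone. In P1 the 25 complement genes had a mean of 0.23 (SE 0.18, n = 5 and 4), 20 of them higher, and the 26 coagulation genes one of 0.07 (SE 0.11), with 0 members of either past the threshold over the list alone. In M2 camera gave adjusted p = 0.00416 for complement and 0.000199 for coagulation, and adjusted p = 0.411 and 0.261 with an estimated correlation. In P1 it gave adjusted p = 0.0197 for complement, adjusted p = 0.618 with an estimated correlation, and adjusted p = 0.496 for coagulation. The complement call of M2 was lost without 2409 or 2155 and that of P1 without 2395, 2409 or 2155, where the P1 mean was 0.0582 without 2155. In M2 the complement mean was 0.11 without either 2409 or 2155, and the coagulation mean 0.0519 without 2409. The 2 coagulation calls of M2 became 1 without 2395, 2425, 2402, 2194 or 2420. Cell type markers were higher in M2 too. Adipocytes had a mean of 0.50 (SE 0.32; 0.29 without 2395), macrophages 0.35 (SE 0.23; 0.23 without 2155) and endothelium 0.26 (SE 0.12; 0.17 without 2402). For these 3 lists camera gave adjusted p = 0.000398, 3.3e-06 and 2.5e-06, and adjusted p = 0.282, 0.282 and 0.261 with an estimated correlation, and the adipocyte call was lost without 2155. The macrophage list shares C1QA, C1QB, C1QC, ITGAM and VSIG4 with complement, and the endothelial list shares VWF with coagulation.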

In both M2 and P1 salivary glands, the ‘complement and coagulation cascades’ (KEGG ID = bta04610) was enriched. Five pathways were over-represented in P2 salivary gland. 

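Genes of the cell cycle and mitosis were lower in P2 of MAP exposed cattle. Of 118 genes of this list, 81 fell and 0 rose when adjusted over the list alone, 0 passed over all genes, and 114 had lower means. SPC24, a part of the kinetochore, had 96.3 ± 52.2 normalized counts in control and 12.8 ± 1.40 in MAP exposed cattle (SD, n = 5 and 5; log2 difference −2.64, SE 0.36, adjusted p = 0.0954 from limma). FOXM1, a transcription factor of mitotic genes, was at 52.5 ± 24.3 and 7.82 ± 4.34 (SD; difference −2.62), FAM64A at 82.3 and 11.0 (−2.55), and ARHGAP11A at 118 and 18.8 (−2.53). The mean log2 difference of the list was −1.08 (SE 0.22), with every MAP exposed animal below every control animal (exact permutation test of the list mean, p = 0.0079). Camera gave adjusted p = 3.7e-63, with adjusted p = 0.176 with an estimated correlation, and fry adjusted p = 0.0259. The list was written after the paper's KEGG terms and Table S2, with its P1 and P2 calls and their fold changes, had been seen. Leaving out single animals gave 75 to 89 members past the threshold over the list alone. Of the cell type lists in P2, endothelial cells (mean 0.40, SE 0.21) and fibroblasts and matrix (0.25, SE 0.18) passed camera, both higher. Their adjusted p was 3.4e-05 and 8.1e-05, and 0.747 for each with an estimated correlation. Without single animals these means were 0.25 to 0.56 and 0.15 to 0.35.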

Structural divergence observed under histopathology between parotid and mandibular salivary glands was also reflected in the biological processes enriched among the DEGs within each salivary gland (Fig. 6). 

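Cell cycle genes were lower in MAP exposed cattle in the dorsal parotid section as well, and near equal between the groups in the mandibular sections. In P1, 67 of 118 fell and 0 rose when adjusted over the list alone, with a mean log2 difference of −0.87 (SE 0.25, n = 5 and 4). DTL, a factor of DNA replication control, was at 30.6 normalized counts in control and 6.95 in MAP exposed cattle, and FOXM1 at 46.7 and 11.3. In M1 and M2, 0 of 107 members passed over the list alone, with means of 0.01 (SE 0.10) and 0.03 (SE 0.16), and camera, which gave the other sign to these small means, had adjusted p = 0.953 and 0.91. For P1 camera gave adjusted p = 2.8e-39, with adjusted p = 0.457 with an estimated correlation. Compared within animals, the difference of the cell cycle list was 0.82 higher in M1 than in P1 (SE 0.19, exact permutation test, p = 0.016, adjusted p = 0.205 over the lists) and 1.05 higher in M2 than in P2 (SE 0.20, exact permutation test, p = 0.029, adjusted p = 0.295). For complement the differences between glands were −0.02 between M1 and P1 and 0.19 between M2 and P2 (exact permutation test, p = 0.929 and 0.314), and for IgA secretion −0.11 and −0.06 (exact permutation test, p = 0.397 and 0.571). After adjustment 0 lists differed between glands, an outcome that the few animals all but fix. With the smallest p they allow, 18 of 31 lists would have to reach it between M2 and P2, and 5 of 31 between M1 and P1. The 67 members of P1 became 0 without control animal 2425 or MAP exposed animal 2402, 41 without 2395, 33 without 2155 and 30 without 2194.

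**Figure D2:**
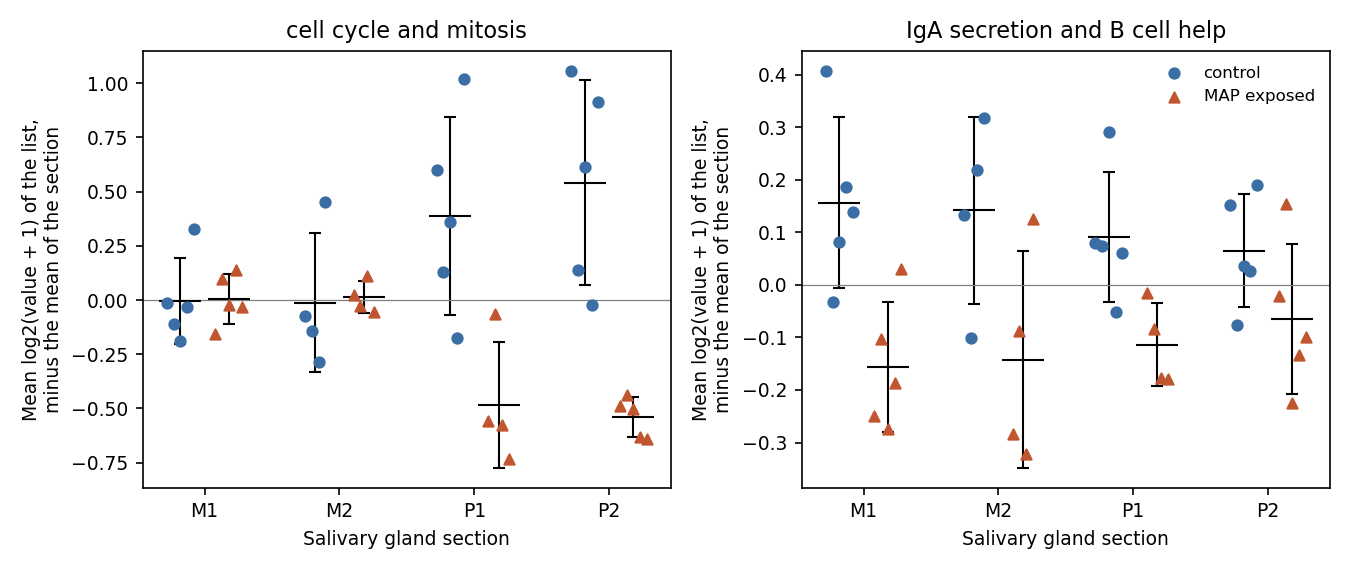
Mean log2 value of the cell cycle list and of the IgA secretion list in each animal, minus the mean of the section, for control and MAP exposed cattle in M1, M2, P1 and P2. Points are animals and bars are the mean ± SD of a group, each section normalized separately. The cell cycle means of MAP exposed cattle lie below those of control cattle in P2.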

While DEGs in parotid salivary gland influenced processes such as cell division and cell cycle regulation for example, mandibular salivary gland DEGs were immunologically active in terms of enrichment of immune biological processes such as defense response, humoral immune response, defense response to bacterium and complement activation. All the identified KEGG pathways are listed in Additional file 3: Table S3.

## Discussion

Despite the spread of multiple infectious agents via the fecal-oral route, the functional and specifically the immune capacity of mucosal tissues within the oral cavity remains poorly understood, particularly in livestock species. Johne’s disease, caused by *Mycobacterium avium* subsp. *paratuberculosis* is spread via shedding of mycobacteria onto infected pasture, where ingestion sustains the cycle of infection. MAP has been previously detected in bovine saliva [23], but yet the immune capacity and changes associated with disease in the salivary gland have not previously been characterised. Therefore, in this study, we hypothesised that experimental infection with MAP would lead to persistent immune system changes that could be detected, initially, at salivary gland transcriptomic level in MAP exposed cattle. Such analysis would be very informative from a functional point of view but changes could also form the basis of improved disease surveillance and diagnostic approaches.

Cattle produce over 220 L of saliva per day [12], and it is plausible that secretions from the parotid and mandibular glands are likely to play a role in early innate resistance to infection as well as in immunoprotection of the oral cavity and digestive tract [15]. Whereas, extensive analysis of the digestive tract has shed light on the immune mechanisms by which the host immune system recognizes and responds to MAP infection [24], our knowledge of the immune capacity of the salivary glands remains rudimentary by comparison.

Both parotid and mandibular regions of the salivary gland differ in both structure and function. The parotid gland is of ectodermal origin, whereas the mandibular gland is of endodermal derivation and is relatively larger than the parotid gland [25]. While the glandular acini of the parotid gland are purely serous, the mandibular gland has a mixture of serous and mucus-secreted acini [25, 26]. Unlike parotid glands, mandibular glands produce large amount of mucus that contains high levels of immune molecules such as lactoferrin, cystatins and immune-active mucins [22]. Histopathological analysis illustrated the structural divergence of the major salivary glands with parotid gland serous acini consisting of rectangular granular cells with central nuclei. In mandibular gland, pure serous acini consisted of triangular granular cells with basal nuclei and also mixed seromucous acini with crescents of Giannuzzi. The structural changes between the two salivary gland types were also reflected at a transcriptomic level. Whereas no large differences were observed in the functional capacity of 4 salivary gland groups in terms of expression of number of gene transcripts both between and within salivary gland groups, significantly different numbers of genes were identified as DEG between the parotid and mandibular salivary gland sections. 

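The number of genes with a normalized count of at least 10 was close between the groups in every section. In M1 it was 14533 ± 87.5 in control and 14581 ± 66.3 in MAP exposed cattle (SD, n = 5 and 5), and in M2 14492 ± 103 and 14578 ± 136 (SD, n = 4 and 4). In P1 it was 14294 ± 52.8 and 14320 ± 59.4 (SD, n = 5 and 4), and in P2 14315 ± 127 and 14390 ± 89.0 (SD, n = 5 and 5). MAP exposed cattle had the higher mean in each section, and 0 of the 4 differences passed an exact permutation test (p = 0.254 in M1, 0.314 in M2, 0.524 in P1 and 0.341 in P2). Without single animals the difference was 19.1 to 70.6 genes in M1, 34.2 to 144 in M2, 1.87 to 49.2 in P1 and 23.35 to 109 in P2. With a value of at least 1 the means were lower in MAP exposed cattle, by −217 genes in P1 and −296 in P2 (exact permutation test, p = 0.0079 for each) and by −62.2 in M1 and −59.2 in M2 (exact permutation test, p = 0.524 and 0.629). In P2 the recovered reads were alike (medians 35697102 in control and 35535741 in MAP exposed libraries). Their normalized counts summed to medians of 38625405 and 33036370, so a single read was worth more in control libraries. The sums of P1 leaned the same way (medians 37896098 and 30806340). A value of 1 lies near that of a single read, so this cutoff cannot tell library scaling from expression. With a value of at least 10, single libraries ranged from 14419 to 14633 genes in M1, 14338 to 14736 in M2, 14234 to 14392 in P1 and 14112 to 14492 in P2. Counts of different sections come from separately normalized tables.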

While the number of DEGs identified in P1 and P2 salivary gland groups was 61 and 35 respectively, the number was higher in mandibular salivary gland with a total of 205 and 128 genes identified as differentially expressed in M1 and M2 salivary gland sections, respectively. Differences in the number of common DEGs shared within salivary gland sections was also observed. A total of 34 DEGs were common between P1 and P2 salivary gland sections. The common genes identified included genes such as *PIGR* and *TNFSF13.* Eleven DEGs were found to be common between M1 and M2 sections. This list comprised of some key immunoregulatory genes such as *PIGR*, *C3*, and antimicrobial *LPO*.

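Besides these, a histone gene and an abundant gene without a symbol were among the genes called in both sections. HIST1H2AC (ENSBTAG00000039657) had 303 ± 70.9 normalized counts in control and 142 ± 23.2 in MAP exposed cattle in M1 (SD, n = 5 and 5; log2 difference −1.07, SE 0.18), and 320.1 ± 169 and 105 ± 18.1 in M2 (SD, n = 4 and 4; difference −1.49). Histone genes have near-identical copies that can share reads, and another HIST1H2AC gene (ENSBTAG00000013855) was at 10230.5 and 9249.7 in M2 (difference −0.14). ENSBTAG00000003408 was at 38538 ± 9793 and 15838 ± 4175 in M1 (SD; difference −1.28) and 39031 ± 12643 and 14198 ± 3261 in M2 (SD; difference −1.43). By limma the adjusted p was 0.173 in M1 and 0.645 in M2 for ENSBTAG00000003408, and the groups did not overlap in either section.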

### MAP exposure associated changes in salivary gland gene expression

Within each gland, although small numbers of genes were differentially expressed, a number of DEGs with important immunological properties were identified. Two genes - *PIGR* (Polymeric Immunoglobulin Receptor) and ENSBTAG00000026758 were differentially expressed in all four salivary gland sections. 

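ENSBTAG00000026758, which carries no symbol in the tables, was higher in MAP exposed cattle in each section, at low levels. It had 41.2 ± 12.5 normalized counts in control and 113 ± 35.2 in MAP exposed cattle in M1 (SD, n = 5 and 5), 30.5 ± 4.55 and 99.7 ± 24.6 in M2 (SD, n = 4 and 4), 41.1 ± 21.1 and 104 ± 25.5 in P1 (SD, n = 5 and 4), and 37.8 ± 13.4 and 126 ± 43.4 in P2 (SD, n = 5 and 5). The log2 differences were 1.41 (SE 0.30), 1.65 (SE 0.26), 1.42 (SE 0.34) and 1.68 (SE 0.30) in the same order. By exact permutation the p-values were 0.016, 0.029, 0.024 and 0.0079, and limma gave adjusted p = 0.263, 0.645, 0.623 and 0.111. The groups did not overlap in M2 and P2. In M1 MAP exposed animal 2155 was at 52.8, far below the other MAP exposed animals at 117 to 139.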

While ENSBTAG00000026758 is uncharacterized, *PIGR* function is well documented; *PIGR* plays an important role in mucosal immunity as it mediates the transfer of secretory IgA antibodies across intestinal epithelial cells to mucosal surfaces where IgA antibodies serve as first line of defense against microbes [27]. In this study, *PIGR* expression was downregulated in MAP exposed animals and this was consistent in all the salivary gland sections. Although there is no evidence in literature to support negative regulation of *PIGR* expression by MAP, it would be interesting to know if MAP favors this to promote its uptake by the host cell, particularly at the level of the intestinal mucosa where MAP is phagocytosed. To support this statement, *PIGR* was one of the genes identified in KEGG pathway ‘intestinal immune network for IgA production’ (KEGG ID = bta04672;). It has also been reported that salivary IgA is a proxy indicator of intestinal immune induction [28]. It can therefore be speculated that *PIGR* downregulation decreases IgA secretion at mucosal surfaces. Furthermore, the secretion of *PIGR* in bovine saliva has been reported [19] and there is a need to further investigate the role of *PIGR* as a potential salivary biomarker to identify MAP exposed cattle.

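Genes of IgA secretion and of help to B cells were lower in M1 of MAP exposed cattle. Of 14 genes of this list, 5 fell and 0 rose when adjusted over the list alone, among them PIGR and TNFSF13, and 0 passed over all genes. JCHAIN, the chain that joins IgA into dimers, had 251663 ± 84219.7 normalized counts in control and 145178 ± 58459 in MAP exposed cattle (SD, n = 5 and 5; log2 difference −0.81, SE 0.28), and TNFRSF13B, a receptor of TNFSF13, was at 167 ± 46.3 and 101 ± 35.0 (SD; difference −0.74). The mean log2 difference of the list was −0.31 (SE 0.09; exact permutation test, p = 0.016) in M1 and −0.28 (SE 0.14; exact permutation test, p = 0.11) in M2, where TNFSF13 alone fell over the list alone and JCHAIN was at 253855 and 119042. Camera gave adjusted p = 0.00254 in M1 and 0.00401 in M2, and adjusted p = 0.207 and 0.261 with an estimated correlation. The 5 members of M1 became 1 without 2395, 2425, 2398 or 2176, 2 without 2402 or 2194, and 3 without 2409 or 2155, and the camera call of M2 was lost without 2425. With no filter on low values camera called the list in neither section (means 0.0190 and −0.0944; adjusted p = 0.222 and 0.135). Neither was it called by fry (adjusted p = 0.0553 and 0.326) or by exact permutation of list means (adjusted p = 0.123 and 0.443). Markers of plasma cells and B cells, a list that shares JCHAIN with this one, were lower as well, with a mean of −0.31 (SE 0.13) in M1 and −0.39 (SE 0.23) in M2 (camera adjusted p = 0.000133 and 5.4e-06; adjusted p = 0.253 and 0.282 with an estimated correlation). From the lower PIGR expression the paper speculates that less IgA is secreted at mucosal surfaces.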

Expression of another gene, *TNFSF13*, was downregulated in M1, P1 and P2 salivary glands of MAP exposed animals; *TNFSF13*, also known as APRIL, is a proliferation-inducing ligand and is a member of BAFF system molecules that plays a vital role in mature B-cell survival and in secretion of IgA antibody [29]. 

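TNFSF13 (ENSBTAG00000000130) was lower in MAP exposed cattle in all 4 sections. In M1 it had 3756 ± 764 normalized counts in control and 2255 ± 591 in MAP exposed cattle (SD, n = 5 and 5), in M2 3795 ± 647 and 2276 ± 495 (SD, n = 4 and 4), in P1 7166 ± 1306 and 3007 ± 1068 (SD, n = 5 and 4) and in P2 6238 ± 1756 and 2811 ± 735 (SD, n = 5 and 5). The log2 differences were −0.75 (SE 0.17), −0.75 (SE 0.18), −1.30 (SE 0.22) and −1.15 (SE 0.21). By exact permutation the p-values were 0.016, 0.029, 0.0079 and 0.0079. Limma gave adjusted p = 0.271, 1.0, 0.41 and 0.111 over all genes, and without control animal 2409 TNFSF13 passed in P2 (log2 difference −1.24). In the parotid gland, 2 of 13 genes of the IgA list, TNFSF13 and PIGR, fell when adjusted over the list alone in each section, and 0 rose. The mean of this list was −0.20 (SE 0.07) in P1 and −0.13 (SE 0.08) in P2, and camera gave adjusted p = 0.0599 and 0.404.

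**Figure D3:**
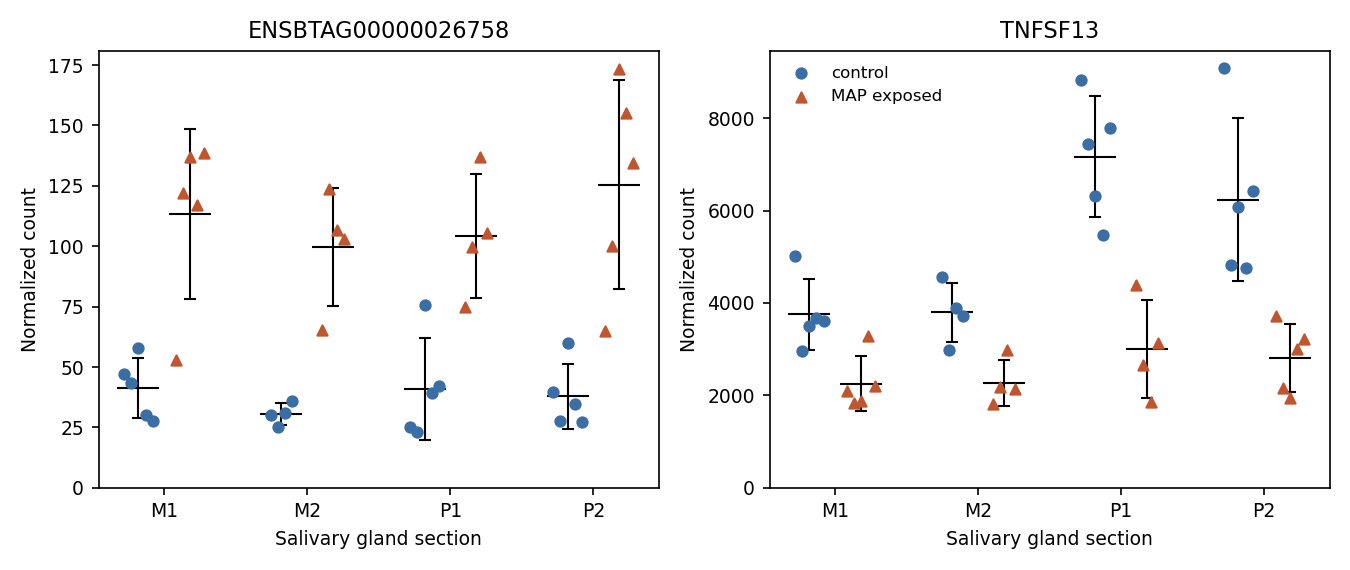
Normalized counts of ENSBTAG00000026758 and TNFSF13 in each animal, for control and MAP exposed cattle in M1, M2, P1 and P2, on linear axes from 0. Points are animals and bars are the mean ± SD of a group, each section normalized separately. ENSBTAG00000026758 is higher and TNFSF13 lower on average in MAP exposed cattle in every section.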

Similar to *PIGR*, *TNFSF13* expression was downregulated in salivary glands and was also identified in KEGG pathway ‘intestinal immune network for IgA production’. While this indicates the role of both *TNFSF13* and *PIGR* in conferring mucosal immunity via secretion of IgA and its transfer, their downregulation in MAP-infected animals could therefore be speculated as a mechanism employed by MAP to evade mucosal immunity and to promote its survival. The other two DEGs identified in this pathway were two MHC genes *BoLA DR-ALPHA* and *BOLA-DRB3,* with their expression being upregulated in the M1 salivary gland of MAP exposed cattle. These MHC genes were also identified in another KEGG pathway ‘phagosome’ (KEGGID = bta04145).

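BoLA DR-ALPHA (ENSBTAG00000010645), the alpha chain of an MHC class II molecule that presents peptides to helper T cells, had 1909.6 ± 174 normalized counts in control and 3076 ± 868 in MAP exposed cattle in M1 (SD, n = 5 and 5). Its log2 difference was 0.64 (SE 0.18, exact permutation test, p = 0.024; adjusted p = 0.307 from limma). BOLA-DRB3 was not matched to a gene by its symbol and is not analysed here. CD74, the invariant chain of class II molecules, was at 7895 ± 1492 and 11752 ± 2596 (SD; difference 0.56). BoLA DR-ALPHA and CD74 were the members of 8 class II genes that rose when adjusted over the list alone, none fell, and 7 had higher means. The mean of the list was 0.28 (SE 0.12) in M1 and 0.32 (SE 0.15) in M2, where BoLA DR-ALPHA had a difference of 0.56 (SE 0.27), and 0.03 (SE 0.14) in P1 and −0.01 (SE 0.13) in P2. For the class II list camera gave adjusted p = 0.0102 in M1 and 0.00898 in M2, and adjusted p = 0.256 and 0.282 with an estimated correlation. The 2 calls of M1 became 0 without 2405, 2409, 2425, 2155, 2176 or 2420 and 1 without 2398, and the camera call of M2 was lost without 2155 and with a minimum mean value of 50 (mean 0.20). By fry the class II list had adjusted p = 0.123 and 0.416, and by exact permutation of list means adjusted p = 0.170 and 0.443. Markers of macrophages and dendritic cells, which carry class II molecules, were also higher, with a mean of 0.45 (SE 0.13) in M1 and 0.35 (SE 0.23) in M2, where it was 0.23 without 2155.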

### Significant reduction in gene expression of the highly abundant Lactoferrin and Lactoperoxidase in MAP exposed cattle

Differential expression of two antimicrobial peptides, lactoperoxidase (LPO) and lactoferrin (LF), was also observed in this study. 

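In the parotid gland LPO varied widely between control animals, with 3388 ± 5412 normalized counts in control and 385 ± 119.9 in MAP exposed cattle in P1 (SD, n = 5 and 4; exact permutation test, p = 0.056) and 2142 ± 3479 and 535 ± 242 in P2 (SD, n = 5 and 5; exact permutation test, p = 0.39). LF was lower in the mean in the other sections too. It had 55064 ± 10215 in control and 29119 ± 16199.7 in MAP exposed cattle in P2 (SD, n = 5 and 5; log2 difference −1.09, SE 0.34, exact permutation test, p = 0.032; adjusted p = 0.51 from limma). In M1 LF was at 68405 ± 36234 and 49178 ± 12818 (SD, n = 5 and 5; difference −0.38, SE 0.31) and in M2 at 64678 ± 26460.2 and 51248 ± 23964 (SD, n = 4 and 4; difference −0.37, SE 0.37), within the spread between animals (exact permutation test, p = 0.36 and 0.46). Whether LF or LPO differ in their response between glands is left open. Limma recovered few simulated differences between glands, in simulations that drew the sections of an animal independently.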

While LPO expression was downregulated in the mandibular (M1, M2) salivary glands, LF expression was decreased in the parotid (P1) salivary gland. In addition to their documented antimicrobial properties and their contribution as innate salivary defense proteins, LF and LPO also function as immunomodulators and serve as regulators of cell growth and differentiation [29, 30]. MAP is an obligate intracellular bacterium that requires mycobactin, an iron-binding siderophore for its growth [31]. Relevantly, via its ability to bind iron, LF deprives microbes from using free iron, which is essential for their survival and thereby exerts an antimicrobial effect [32]. Since the expression of LF was downregulated in MAP exposed animals, this may represent an alternate strategy by MAP to enhance iron uptake; however, this is only speculation until further characterization can be performed. In this study, it is interesting that *LF* and *LPO* expression were reduced in MAP exposed animals. Since they are both secreted and detected in bovine saliva [19], they could offer potential as putative salivary biomarkers to augment MAP diagnosis in cattle.

Another KEGG pathway that was over-represented and was common between mandibular and parotid salivary glands (M1, M2 and P1) was the ‘complement and coagulation cascades pathway’ (KEGGID = bta04610). 

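Complement genes were higher in M1 of MAP exposed cattle. C3 (ENSBTAG00000017280), the central protein of the cascade, had 8118 ± 1870.3 normalized counts in control and 16295 ± 5367 in MAP exposed cattle in M1 (SD, n = 5 and 5; log2 difference 0.97, SE 0.22, exact permutation test, p = 0.016) and 10066 ± 1954 and 19901 ± 3312 in M2 (SD, n = 4 and 4; difference 0.99, SE 0.18, exact permutation test, p = 0.029). C2 (ENSBTAG00000007450), a protease of the classical pathway, was at 67.2 ± 16.6 and 199 ± 85.2 in M1 (SD; difference 1.47, SE 0.31, exact permutation test, p = 0.0079). CFI (ENSBTAG00000034501), which cleaves C3b, was at 299.6 ± 155 and 616 ± 74.9 in M1 (SD; difference 1.15, SE 0.25), with control animal 2395 at 572 against 185 to 260 in the other control animals. SERPING1, the inhibitor of C1, was at 1498 ± 352 and 2447 ± 474 (SD; difference 0.72). Of 24 complement genes in M1, 5 rose and 1 fell when adjusted over the list alone, and 0 passed over all genes, where limma gave adjusted p = 0.264 for C3 and 0.263 for C2. The mean of the list was 0.33 (SE 0.14) in M1 and 0.21 (SE 0.18) in P2, and camera gave adjusted p = 0.000413 and 0.0358, or adjusted p = 0.253 and 0.747 with an estimated correlation. In P1 the differences were 0.31 for C3 and 0.56 for C2 (exact permutation test, p = 0.11 and 0.37). The genes for complement factor B, the C4-A-like protein and FCGR1A were not matched by their symbols and are not analysed here. Without MAP exposed animal 2402 the 6 calls of M1 became 12, and they became 4 without 2409, 2194 or 2420, while the camera call of P2 was lost with no filter on low values and without 2395, 2405, 2409, 2155 or 2176 (mean 0.12 without 2176). Cell type markers moved in M1 too, with means of 0.45 (SE 0.13) for macrophages, 0.26 (SE 0.10) for fibroblasts and matrix and −0.32 (SE 0.15) for serous acinar cells. By camera these 3 lists had adjusted p = 5.3e-08, 1.8e-06 and 0.000301, and adjusted p = 0.207, 0.253 and 0.253 with an estimated correlation. The macrophage list shares C1QA, C1QB, C1QC, ITGAM and VSIG4 with complement.

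**Figure D4:**
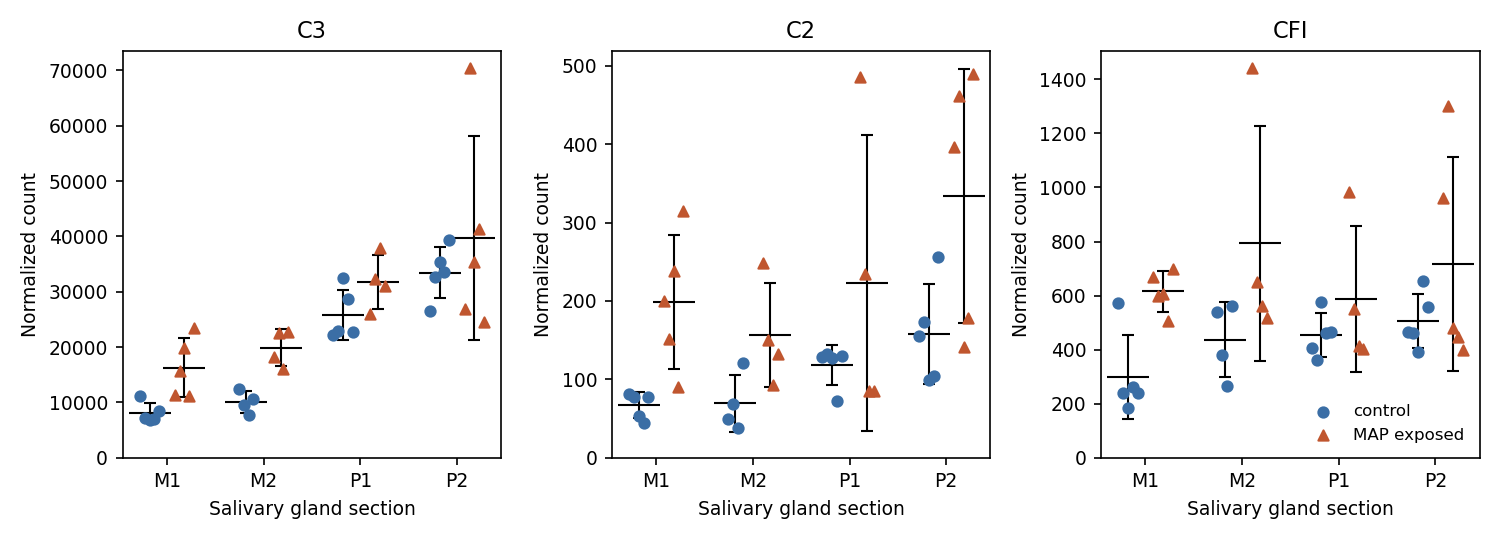
Normalized counts of C3, C2 and CFI in each animal, for control and MAP exposed cattle in M1, M2, P1 and P2, on linear axes from 0. Points are animals and bars are the mean ± SD of a group, each section normalized separately. In M1 no MAP exposed animal overlaps the control animals for C2.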

The DEGs identified in this pathway included complement genes such as: complement *C3* in M1 and M2; complement *C2*, complement factor *B* and complement factor *1* in M1; and complement *C4-A-like* DEG in the P1 salivary gland. Functioning as opsonins, complement proteins and Fcγ receptors enhance uptake of MAP by macrophages and this is believed to be a strategy by which MAP escapes host defenses, by residing and replicating undetected within macrophages [33, 34]. The expression of all the complement DEGs and an Fc γ receptor (FCGR1A) was upregulated in MAP exposed animals in our study implying potential increased MAP intake by host cells. Consistent with this, both complement C3 and Fcγ receptor (FCGR1A) were identified in KEGG pathway ‘phagosome’ (KEGGID = bta04145). In another transcriptomic analysis, increased expression of complement proteins was also reported in mice experimentally infected with MAP [35].

Other DEGs with immunoregulatory properties identified in this study, with previously reported associations with MAP infection, were *TIMP1* (inhibitor of matrix metalloproteinase 1) and *TNFRSF21* (tumor necrosis factor receptor superfamily member 21). These genes were differentially expressed in the M1 salivary glands, with expression of *TIMP1* and *TNFRSF21* being upregulated in MAP exposed cattle. This finding is in agreement with a previous study where the authors reported increased expression of *TIMP1* and *TNFR1* (member of TNF receptor superfamily similar to *TNFRSF21*) in peripheral blood mononuclear cells of cows infected with MAP implicating these genes with reduced tissue remodeling and increased apoptotic activity, respectively, in infected animals [36]. 

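TIMP1 (ENSBTAG00000005043), an inhibitor of matrix metalloproteinases, had 475 ± 25.1 normalized counts in control and 751 ± 121 in MAP exposed cattle in M1 (SD, n = 5 and 5). Its log2 difference was 0.65 (SE 0.11, adjusted p = 0.175 from limma), and every MAP exposed animal was above every control animal (exact permutation test, p = 0.0079). TNFRSF21 (ENSBTAG00000020054), a death receptor, was at 2858 ± 395 and 4011 ± 669 in M1 (SD; difference 0.48, SE 0.13, exact permutation test, p = 0.016; adjusted p = 0.271 from limma). In M2 TIMP1 was at 473 ± 129.6 and 722 ± 77.2 (SD, n = 4 and 4; difference 0.64) and TNFRSF21 at 2663 and 3619.8 (difference 0.43, exact permutation test, p = 0.14). In the parotid gland TIMP1 had differences of −0.16 in P1 and 0.11 in P2, and TNFRSF21 0.21 and −0.14, all within the spread between animals (smallest p = 0.48 in exact permutation tests).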

Quantitative trait loci (QTL) regions comprising genes containing the *TNFRSF18* and *TNFRSF4* genes that belong to a similar family as *TNFRSF21* were previously found to be associated with antibody response to MAP infection in cattle [37]. 

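In M1 SERPINA5, an inhibitor of serine proteases of coagulation, had 72.0 ± 14.2 normalized counts in control and 203 ± 58.7 in MAP exposed cattle (SD, n = 5 and 5; log2 difference 1.45, SE 0.22, adjusted p = 0.173 from limma). VWF, the endothelial von Willebrand factor, was higher in all 4 sections, with log2 differences of 0.75 in M1, 0.91 in M2, 0.73 in P1 and 1.03 in P2 (exact permutation test, p = 0.024, 0.029, 0.056 and 0.0079). GPX3, an extracellular glutathione peroxidase, was at 417 ± 92.2 and 711 ± 131, IGFBP6, a binding protein of insulin-like growth factors, at 1244 ± 147 and 1837 ± 327, and the lipoprotein gene APOE at 1464 ± 127 and 2292 ± 570.3 in M1 (SD). S100A4 was at 524 ± 153 and 861 ± 161 in M1 (SD; difference 0.74). In M2 IGFBP3 was at 396 ± 75.6 and 760.1 ± 111 and the cadherin CDH13 at 158 ± 21.7 and 293 ± 61.3 (SD, n = 4 and 4). CPB2, a carboxypeptidase that slows fibrinolysis, was lower in the parotid gland, at 221 ± 85.6 and 97.7 ± 18.7 in P1 and 216 ± 118 and 82.1 ± 39.3 in P2 (SD). APOE had differences of −0.59 in P1 and −0.56 in P2. Of 8 of these markers kept in M1, 7 rose when adjusted over the list alone, and of 8 in M2, 3 did. In P1 CPB2 fell, and in P2 CPB2 fell and VWF rose. Over all genes 0 passed. The study picked these markers from its own calls on these samples, so the counts are not independent evidence of their direction. The mean log2 difference was 0.74 (SE 0.11) in M1, 0.70 (SE 0.18) in M2, −0.08 (SE 0.13) in P1 and 0.14 (SE 0.17) in P2. Camera gave adjusted p = 5.3e-10 in M1 and 1.0e-12 in M2, and adjusted p = 0.059 and 0.0823 with an estimated correlation. The 3 members of M2 became 7 without control animal 2425, and the 2 of P2 became 1 without 2395, 2405, 2409 or 2402.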

Interestingly, some of the DEGs identified in this study, such as *SERPINA5*, *GPX3*, *IGFBP6*, *APOE*, *VWF*, *S100A4*, *IGFBP3*, *CDH13* and *CPB2*, were also reported as markers of early stage *Mycobacterium tuberculosis* infection in humans [38], suggesting a shared etiology between mycobacterial infections.

The limitations associated with the currently available JD diagnostic tests has hindered JD control across the globe. The aim of this study was to gain insight into potential salivary gland biomarkers as an alternative to diagnose MAP exposure. Also, the ease of sampling saliva from animals makes it an excellent matrix for diagnostic testing. Furthermore, the importance of using salivary biomarkers as diagnostic markers for chronic diseases has been reviewed elsewhere [39]. By performing transcriptomic analysis of salivary glands, we identified differentially expressed immune-related genes in cattle challenged with MAP. As indicated earlier, detection of MAP in saliva by PCR has been reported in dairy cattle [23]. Although we did not perform saliva PCR, histopathology was performed to identify any MAP-specific histological lesions in both salivary glands. As no lesions were observed and MAP challenged cattle were sero-positive, as per JD case definition by Whittington et al. [9], the differential transcriptomic changes identified in this study should be viewed only in the context of MAP exposure. Albeit identification of secretory products in saliva was beyond the scope of this study, a global survey of the bovine salivary proteome identified some of the immune DEGs from our study such as *PIGR, LF, LPO,* and complement *C3* [19] (Additional file 4). 

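Among genes whose products the paper's Table S4 lists as found in bovine saliva, those of M1 went both ways in MAP exposed cattle. Of 18 such genes kept in M1, 5 rose and 4 fell when adjusted over the list alone, with C3 and MUC1 among the former and LPO and PIGR among the latter. In M2 3 rose and 2 fell, in P1 0 rose and 2 fell (LF and PIGR), and in P2 0 rose and PIGR fell. Over all genes 0 passed. Table S4 was drawn from the study's own calls on these samples, so these counts are not independent evidence of direction. The mean log2 difference of the list was 0.03 (SE 0.09) in M1, −0.06 (SE 0.07) in M2, −0.32 (SE 0.12) in P1 and −0.13 (SE 0.15) in P2. Camera gave adjusted p = 0.431 in M1 and 0.00858 in P1, where it was 0.457 with an estimated correlation. The 5 members of M2 became 3 without 2409 or 2420 and 9 without 2425, and the camera call of P1 was lost without 2402.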

Identification of common secretory peptides and DEGs in bovine saliva glands highlights their potential use as salivary biomarkers of MAP exposure - subject to validation in cattle of known infection status. While the impact of MAP infection on gut microbiota in calves has been studied [40], the same is not true for the oral cavity. Oral microbial diversity could have important consequences for susceptibility and pathogenesis of Johne’s disease with fecal-oral route as major mode of transmission of infection. Our knowledge regarding oral immunity remains scant. It can be speculated that the transcriptomic differences detected in seroconverted MAP exposed animals might be due to epigenetic changes that could have long-term consequences for gene expression. And the identified proteins might play a key role in superior innate immune response which when subverted might contribute to a failure to clear chronic infection as observed with other Mycobacterial diseases [41–43].

## Conclusions

Studies designed to observe the host response to MAP infection in cattle have mostly focused on intestinal immune response where MAP gains entry from intestinal mucosa into submucosal gut-associated lymphoid tissues (GALT), such as the ileal Peyer’s patches after its ingestion through fecal-oral route [23]. Considering that fecal-oral route serves as the major mode of transmission of MAP infection in cattle, similar insights into the immune response of the oral mucosa are lacking. This study aimed at profiling transcriptomic changes in major salivary glands of cattle post experimental MAP challenge and identified key immune related genes associated with MAP exposure. Although it is difficult to unambiguously ascribe these differential gene products as contributors to MAP pathogenesis, this work has identified a panel of genes that have not previously been associated with MAP exposure in cattle, and thereby shed new light on the pathology of this potentially zoonotic disease. It is possible that elevated expression of the antimicrobial and immunoregulatory proteins identified herein could contribute to the natural resistance of cattle to mycobacterial infection. Future work will aim to profile the secreted peptides in saliva from infected cattle, and at earlier stages of infection to determine their utility as potential biomarkers of infection status.

## Materials and methods

### Experimental infection model

The experimental infection model of this study is previously described in detail [44]. Briefly, thirty-fivecommercially-sourced male Holstein-Friesian calves between three-to-six-weeks of age that constituted the MAP challenged group were orally inoculated on two consecutive days with 2 × 10^9^ CFU of MAP strain *CIT003*; whereas the control group of 20 calves matched with MAP challenged calves by age, breed and sex received a placebo. Blood, serum and fecal samples were collected at regular intervals to determine MAP infection status. Cell mediated immunity was measured using IFN-ɣ assay (Bovigam®) test and serum MAP-specific antibodies were measured using the commercially available IDEXX ELISA kit. Fecal samples were cultured for 42 days using the TREK ESP para-JEM system (Thermo Scientific).

### Salivary gland excision and preservation

At the end of the experimental infection trial, cattle were euthanized via intra-jugular administration of pentobarbital sodium (Release 300 mg/ml, Chanelle Veterinary, Galway, Ireland or Euthatal 200 mg/ml, Merial Animal Health, Harlow, United Kingdom) and underwent immediate post-mortem examination. Parotid and mandibular salivary glands, the two large cattle salivary glands, were collected from 18 MAP challenged and 6 control cattle. Both the glands were sampled from their respective dorsal (P1 and M1) and ventral extremities (P2 and M2) as shown in Fig. 2a. As both are large glands, sampling was done at dorsal and ventral extremities to verify and compare any transcriptomic differences within each gland. At each anatomical part, sterile and disposable scalpels and forceps were used to prevent any protein cross-contamination. For RNA-Seq transcriptome analysis, samples were immediately stored in liquid nitrogen and transported to the laboratory and stored at − 80 degree Celsius until further use. Cross-sections of each salivary gland tissue extremity were collected and stored in 10% formalin prior to histopathology.

### Histopathology

Formalin fixed salivary gland samples were dehydrated through graded alcohol before being embedded in paraffin wax. Sections of 5 μm thickness were made and then stained with hematoxylin and eosin (H&E) stains for histopathology to detect epithelioid macrophage microgranulomas [45, 46]; and by Ziehl-Nielsen’s (ZN) staining method for detection of acid fast bacteria which stains MAP in red [46].

### RNA extraction, library preparation and RNA-sequencing

Salivary gland tissue samples from control (*n* = 5) and MAP challenged (*n* = 5) cattle were selected for RNA-Seq transcriptome analysis. Animals selected from the MAP challenged group were all sero-positive for MAP-specific antibodies at least once during the experimental period as measured by IDEXX ELISA kit and will be referred to as MAP exposed group [9]. All the control cattle were repeatedly and consistently negative for ELISA and fecal culture test throughout the study. ELISA test and fecal culture results are provided in Additional file 5: Table S5. For each animal, parotid (P1 and P2) and mandibular (M1 and M2) salivary gland samples were homogenized in Trizol, following which RNA was extracted using RNeasy Mini Kit (Qiagen) as per manufacturer’s instructions. RNA quantity and quality were assessed using both a nanodrop spectrophotometer and the Agilent 2100 bioanalyzer. The average RIN value of all the samples was > 7, excluding for M2 sample of animal 2176 in the infected group whose RIN value was very low and was not included in further library preparation and analysis. TruSeq (Illumina TruSeq RNA Library v2 construction) RNA libraries were prepared for all the 39 samples. All libraries were sequenced over Illumina NovaSeq sequencer, generating 100 bp paired end reads (100 million reads/sample).

### Quality control, mapping and differential read count quantification

FASTQC was used to assess the quality of sequence reads. Low quality reads and adapters were trimmed using Trimmomatic software [47]. Trimmed reads were mapped to Bovine Reference Genome Assembly BTA_UMD3.1 (ftp://ftp.ensembl.org/pub/release-94/fasta/bos_taurus/dna/) using STAR RNA-seq aligner [48] and uniquely mapped read counts per gene/ transcript was derived using STAR --quantMode GeneCounts.

### Differential expression analysis

Differentially expressed genes (DEGs) between MAP exposed and control cattle were identified using the DeSeq2 (v 1.20.0) Bioconductor package in R statistical program [49]. Using median of ratios method, DeSeq2 normalizes raw gene count data by correcting for library size and RNA composition. Pair-wise comparison of each gene between MAP exposed and control cattle is based on negative binomial model to obtain fold changes and associated *p*-values. A False Discovery Rate (FDR) of 5% was used to correct for multiple testing. Finally, genes with *p*_*adj*_ *< 0.05* were considered differentially expressed. Prior to differential expression analysis, normalized read counts of samples were used to generate principal component analysis (PCA) plot to determine sample clustering and to identify outliers within each salivary gland.

### Gene ontology and KEGG pathway analysis of DEGs

Gene ontology and biological pathway analysis was performed using the Clusterprofiler Bioconductor package in R statistical program [50].

## Additional files

Additional file 1: **Table S1.** Post mapping statistics of each salivary gland sample.

Additional file 2: **Table S2.** Summary of the identified DEGs in all the 4 salivary gland groups.

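Table S2 gives, for each gene called in a section, the mean normalized count over the libraries, the log2 fold change of MAP exposed over control cattle with its standard error, the p-value and the adjusted p-value from DeSeq2. It lists 205 genes for M1, 21 for M2, 61 for P1 and 135 for P2, of which 37, 3, 15 and 23 have no gene name. The minimum value used here kept 205, 21, 61 and 133 of them. The text of the paper names genes such as PIGR, LPO, LF, TNFSF13, C3 and TIMP1 as DEGs in 32 pairs of a gene and a section that could be matched here. All 32 had the same sign here as in the paper and an exact permutation p under 0.05, the largest being p = 0.029 before and after Benjamini-Hochberg adjustment over the 32 exact tests, and 0 passed limma's adjusted p over all genes. In M2 and P2, where 11 of these pairs lie, edgeR on the recovered reads called 0 and DESeq2 11. The 32 pairs were chosen by the study as called on these samples, so these exact tests are not independent evidence of the differences.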

Additional file 3: **Table S3.** List of identified KEGG pathways in each salivary gland group.

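Table S3 lists, for each KEGG pathway, how many of the section's DEGs with an Entrez gene belong to it, how many of all annotated genes do, and the p of that overlap before and after adjustment. The pathway of IgA production in M1 and that of complement and coagulation in P1 are listed with an adjusted p above 0.05. The same kind of test was made here with the gene lists, on the calls of the authors' deposited table and against the genes kept, a test chosen after the data were seen. In M1 the calls that were up held 9 of the 45 fibroblast and matrix genes (Fisher's exact test, adjusted p = 4.6e-09), 6 of the 40 interferon-stimulated genes (adjusted p = 2.4e-05) and 4 of the 24 complement genes (adjusted p = 0.000527). The calls that were down held 2 of the 14 IgA genes (adjusted p = 0.0122) and 2 of the 7 histones (adjusted p = 0.00386). In P2 the 102 calls that were down held 63 of the 118 cell cycle genes (Fisher's exact test, adjusted p = 3.7e-111) and 3 of the 24 cholesterol synthesis genes (adjusted p = 0.0196), and in P1 19 of 43 calls that were down were cell cycle genes (adjusted p = 2.1e-27). Fisher's test takes genes as independent, and genes of a list vary together between animals. The lists were written with Table S2 seen, so they are not independent of these calls.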

Additional file 4: **Table S4.** Lists of all the DEGs from this study that were shared in common with the previous global bovine salivary proteome analysis by Ang et al.

Additional file 5: **Table S5.** ELISA and fecal culture test results of control and MAP challenged animals.

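Table S5 gives, animal by animal and month by month, the ELISA reading of serum antibodies to MAP as the ratio of the sample to the positive control of the kit, the kit's call of positive, negative or inconclusive, and whether MAP grew from feces. Every fecal culture in the table is negative. The challenged animals, called MAP exposed here, turned positive by ELISA at some of the months, and the control animals stayed negative. A single positive month placed an animal in the MAP exposed group, and the readings of single animals were not related to expression here.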

## Data Availability

All data generated or analyzed during this study are included in this published article and its supplementary information files. The raw data on which this publication is based are available at the Gene Expression Omnibus with the GEO accession number GSE124789 (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE124789).

## Abbreviations

DEG: Differentially expressed genes
ELISA: Enzyme-linked immunosorbent assay
G0: Gene Ontology
IFN-γ: Interferon-gamma
JD: Johne’s disease
KEGG: Kyoto encyclopedia of genes and genomes
LF: Lactoferrin
LPO: Lactoperoxidase
MAP: *Mycobacterium avium* subsp. *paratuberculosis*
PCR: Polymerase chain reaction
PIGR: Polymeric immumoglobin receptor
QTL: Quantitative trait loci
RIN: RNA integrity number
TIMP1: Tissue inhibitor of metalloproteinases
TNFRSF18: Tumor necrosis factor superfamily, member 18
TNFRSF4: Tumor necrosis factor superfamily, member 18
TNFSF13: Tumor necrosis factor superfamily, member 13
ZN: Ziehl Nielsen

# Supplementary material for: Characterization of the bovine salivary gland transcriptome associated with Mycobacterium avium subsp. paratuberculosis experimental challenge
**Source:** BMC Genomics. 2019 Jun 13;20:491. doi: 10.1186/s12864-019-5845-4
**Supplement:** Supplementary file 4 — Table S4. Lists of all the DEGs from this study that were shared in common with the previous global bovine salivary proteome analysis by Ang et al.

**M1 salivary gland group:**

- similar to histone cluster 1, H2bd

- Putative helicase MOV-10

- Retinoic acid receptor responder (Tazarotene induced) 1

- Chloride intracellular channel protein 1

- Similar to S100 calcium-binding protein A11 (Fragment)

- Isoform Long of Polymeric immunoglobulin receptor (PIGR)

- Mucin-1

- SERPINA3-5

- keratin 18

- Metalloproteinase inhibitor 2

- Complement C3 (Fragment)

- Apolipoprotein A-I

- Lactoperoxidase

- Transketolase

**M2 salivary gland group:**

- similar to alpha 1 type XVI collagen

- Cysteine-rich secretory protein 3

**In P1 salivary gland group:**

- Lactotransferrin

**In P2 salivary gland group:**

- Cathepsin L1

- Thrombospondin-1

How the deposited data were processed for this re-analysis (not part of the article)

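The data are RNA sequencing libraries of the dorsal and ventral ends of the mandibular gland (M1, M2) and the parotid gland (P1, P2) of 10 cattle, 5 control and 5 MAP exposed. The tables hold 5 control and 5 MAP exposed libraries for M1, 4 and 4 for M2, 5 and 4 for P1 and 5 and 5 for P2, with 1 library per animal and section. No libraries were pooled, and the animal is the unit of replication. Samples were assigned from their labels, and the M2 table was read by its own column names, which hold animal 2402 and not 2405.

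According to the paper, the authors trimmed the reads with Trimmomatic, checked them with FastQC, mapped them with STAR to the bovine genome UMD3.1 and counted uniquely mapped reads per gene. The signal values in each deposited table are these counts divided by the authors' DESeq2 size factor of the library, called normalized counts here. The deposited tables also hold the authors' log2 fold changes of MAP exposed over control cattle from DESeq2, and the authors' p-values and adjusted p-values from the same test. The authors normalized each section separately, so tests were made within a section, and comparisons between sections used differences within animals.

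The analysis used R 4.3.3 with limma 3.58.1, statmod 1.5.0, edgeR 4.0.16 and DESeq2 1.42.0. Genes with a mean normalized count of at least 10 in a section were kept, which gave 14693 genes of 17198 in M1, 14671 of 16960 in M2, 14425 of 16880 in P1 and 14504 of 17053 in P2. A pseudocount of 1 was added, log2 was taken, and limma with a mean-variance trend compared MAP exposed with control cattle. P-values were adjusted by Benjamini-Hochberg, with a threshold of 0.05. Standard errors of a log2 difference are the moderated ones of limma, and SD is between animals. In M2 and P2 the values were turned back into the whole reads of each library, and edgeR and DESeq2 were run on these reads. In M1 and P1 this was not done, so these tools were not run there, nor for genes shared between sections.

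Gene lists, 32 in all, were matched by symbol and tested where at least 3 members were kept. Each was tested by camera with a preset correlation between genes of 0.01, by camera with an estimated correlation, by fry, and by counting members that passed limma when adjusted over the list alone or over all genes. The standard error of a list mean is that of the mean of the members in each animal. Exact permutation tests went through all assignments of the animals to the groups. Principal components used the 500 genes with the largest variance. The difference between sections was tested with limma on the differences within each animal, which is the blocked test, and again with no block.

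Genes named in the text were chosen by a rule: every gene the paper's text names, the members of a list that passed over the list alone with the largest differences (at most 4), or the members with the highest mean where fewer than 2 passed, and ENSBTAG00000026758. The paper's Table S2 had been seen when the rule and the lists were written. Many other genes are marked as chosen after their values were seen. Some, such as AQP3, COL26A1 and ENSBTAG00000003408, are instead named as calls of the authors on these same libraries. Their differences are therefore not independent evidence. Genes were matched by Ensembl identifier or symbol, and the symbols BOLA-DRB3, CFB and FCGR1A were not matched. The recovery of known changes was tested on simulated data, drawn from a negative binomial distribution with the mean and the spread of each gene in the section. Genes were drawn independently, and so were the sections of an animal. In these data 200 genes were given changes of 1.5-fold, 2-fold or 4-fold.

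Alternatives changed the pseudocount, the minimum value, the scaling of the libraries (upper quartile or quantile), the variance model of limma, the test of a list, the number and scaling of genes in the principal components, the source of the p-values (the authors' deposited ones, adjusted over the genes kept), and left out each animal in turn. The animals were also split into other groups of the same sizes to see how often a count as large arose.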

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

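The splits of the animals were chosen before their results were seen, except those of genes whose groups do not overlap, which were chosen after, as were the 9 tests of explanations below. Several gene groups that the paper does not discuss differed between MAP exposed and control cattle. In M1 the macrophage list had a mean log2 difference of 0.45 (SE 0.13, n = 5 and 5), the endothelial list 0.24, the fibroblast and matrix list 0.26, the histones −0.51 and the unfolded protein response −0.24, and in M2 the histones −0.46 (n = 4 and 4). In P2 cholesterol synthesis had −0.71 (SE 0.28) and nuclear oxidative phosphorylation −0.36 (SE 0.16, n = 5 and 5). Each was picked out as a gene group that the paper does not discuss as a group, and 0 of these lists passed camera with an estimated correlation. Single members are genes the paper names: TIMP1, S100A4, IGFBP3 and IGFBP6 in the matrix list and VWF in the endothelial list.

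Some animals lay far from the others of their group. Chance picks out about 1 in 20 groups in this way, and 20 of 340 groups were picked out where 17 are due to chance. Among genes the paper names these were 3 of 64 (3.2 by chance), among list means 13 of 252 (12.6 by chance) and among measures of the libraries 4 of 24 (1.2 by chance). In M1, ENSBTAG00000026758 was at 52.8 normalized counts in MAP exposed animal 2155 (others 117 to 139), TNFSF13 at 3277 in MAP exposed animal 2402 (others 1837 to 2199), and CFI at 572 in control animal 2395 (others 185 to 260).

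The other values are list means of an animal minus the mean of the section, in log2 units. In M1, interferon-stimulated genes were at 0.0391 in control animal 2409 (others −0.53 to −0.39), adipocyte genes at 1.00 in MAP exposed animal 2420 (others −0.21 to 0.09), and immediate-early genes at 1.91 (others −0.34 to −0.05) and saliva proteome genes at 0.29 (others −0.14 to −0.02) in control animal 2395. In M2, neutrophil genes were at 1.48 in MAP exposed animal 2155 (others −0.47 to −0.18), mucous acinar genes at 0.29 in MAP exposed animal 2420 (others −0.12 to −0.06), nuclear oxidative phosphorylation at 0.64 in control animal 2425 (others −0.29 to −0.18), and saliva proteome genes at −0.12 in MAP exposed animal 2402 (others −0.01 to 0.01). In P1, complement genes were at 0.64 (others −0.11 to 0.02) and adipocyte genes at 0.37 (others −0.06 to 0.01) in MAP exposed animal 2155, secreted antimicrobial genes at 0.68 in control animal 2425 (others −0.15 to 0.08), and myoepithelial genes at 0.35 (others −0.21 to −0.11) and the unfolded protein response at −0.0866 (others 0.01 to 0.03) in MAP exposed animal 2176.

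Among measures of the libraries, control animal 2425 had 14338 genes at a value of at least 10 in M2 (others 14524 to 14559). In P1 the values of control animal 2395 summed to 32442329 (others 37220530 to 38628253) and those of MAP exposed animal 2155 to 38375026 (others 30180753 to 30969671), and the most abundant gene of MAP exposed animal 2155 held 8.27% (others 4.54% to 4.72%).

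Cell cycle genes were lower in the parotid gland of MAP exposed cattle. The authors' scaling of the libraries was excluded as the cause, since with upper quartile or quantile scaling the list mean was −0.85 (SE 0.25) or lower in P1 and P2. A difference in depth was excluded, since the recovered reads of P2 differed by −0.0310 in log2 (SE 0.0605) between the groups, and the uniquely mapped read pairs of P1 in the paper's Table S1 by 0.000642 (SE 0.0944). In P1 the values argue against an overall loss of T cells and B cells that matches the cell cycle fall. There the T cell list was at −0.0183 (SE 0.163) and the plasma cell and B cell list at 0.0900 (SE 0.146) against a cell cycle mean of −0.87. Members of these lists went both ways in P1, with a median of −0.00356 (SD 0.716 between 31 members) for T cells and −0.0396 (SD 0.464 between 19) for plasma cells and B cells, farther above −0.87 than their SD. In P2 such a loss was left open: the plasma cell and B cell list was at −0.0178 (SE 0.155), but the T cell list at −0.23 (SE 0.21) against −1.08. These lists do not follow dividing lymphocytes alone, so a loss of dividing lymphocytes was left open in both sections. The biological explanation that the design gives is exposure to MAP. Splits of the animals leave it open, as the list was written with the study's calls on the real groups seen. As many members past the threshold over the list alone came in 1 of 100 splits in P2 (81, highest other 62) and 3 of 100 in P1 (67, highest other 78).

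Interferon-stimulated genes differed widely between MAP exposed animals. Noise of single libraries was excluded in the parotid gland, since the deviations of the 9 animals with both parotid sections correlated between P1 and P2 with r = 0.992 (exact permutation test, p = 5.5e-06, Spearman rho 0.983), and with r = 0.975 without 2176 and 2194. Animal 2176 was high in M1, P1 and P2, and 2402 and 2194 were low. For the mandibular gland it was left open. Between M1 and M2 the correlation was 0.730 (8 animals, exact permutation test, p = 0.041), and 0.387 without 2402 and 2420, with a Spearman rho of 0.667 (exact permutation test, p = 0.083). Between M1 and P2 it was 0.823 (10 animals, permutation test, p = 0.0047), and 0.452 without 2176 and 2402, with a Spearman rho of 0.588 (permutation test, p = 0.081). Exposure to MAP could not be told from chance, as the smallest exact permutation p of the list mean over the 4 sections was 0.103.

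In M1 macrophage and matrix genes were higher and plasma cell and serous acinar genes lower. Among other epithelial markers, ducts and ionocytes had a mean log2 difference of 0.30 (SE 0.17), with 25 of 33 genes higher. Myoepithelial and basal cells had −0.09 (SE 0.24) and mucous acinar cells −0.08 (SE 0.15). For these 3 lists camera gave adjusted p = 0.000126, 0.592 and 0.021, and adjusted p = 0.309, 0.882 and 0.371 with an estimated correlation. A lower share of acinar cells raises the markers of every other cell type alike. The macrophage list exceeded the plasma cell list by 0.76 (SE 0.13). This cannot exclude a lower share of acinar cells. The plasma cell list holds genes of protein secretion, such as XBP1 and SSR4, which acinar cells can express as well. The authors' scaling was excluded, since the macrophage list was at 0.44 (SE 0.13) or higher with the other scalings. The biological explanation that the design gives is exposure to MAP, which these tests do not single out.

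Splits of the animals into other groups show which counts arise without regard to exposure, each given as the splits with a count as large, counting the real one. For genes at an adjusted p under 0.05 these were 100 of 100 in M1, 35 of 35 in M2, 100 of 100 in P1 and 100 of 100 in P2, as the real count is 0. The highest other splits called 5, 2, 981 and 1 genes. At an unadjusted p they were 8 of 100 in M1, 20 of 35 in M2, 22 of 100 in P1 and 16 of 100 in P2 (highest other 2147, 2082, 3748 and 2275). For genes whose groups do not overlap they were 8 of 100 in M1 (261 genes, highest other 527), 21 of 35 in M2 (285 and 1337), 36 of 100 in P1 (234 and 1980) and 11 of 100 in P2 (201 and 520). For lists past camera with the preset correlation they were 1 of 100 in M1 (22 lists, highest other 21), 4 of 35 in M2 (18 and 19), 68 of 100 in P1 (8 and 18) and 58 of 100 in P2 (10 and 20). A count of 0 is reached by every split, so the splits decide nothing about it. At an unadjusted p, and for groups that do not overlap, the count was reached by more than 1 in 20 splits in every section, and so were the lists past camera in M2, P1 and P2. For the lists of M1 the splits decide nothing, since the lists were written with the study's calls on the real groups seen.

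Members past the threshold over the list alone were as many in 1 of 100 splits for the tuberculosis markers (7, highest other 5) and 1 of 100 for fibroblasts and matrix in M1 (13, highest other 9), and in 4 of 100 for cholesterol synthesis in P2 (10, highest other 17). These splits decide nothing either, since the markers were picked by the study from its calls on the real groups, and the other lists were followed for their counts in the real groups. Shared genes at an adjusted p were as many in 70 of 70 splits for the mandibular sections and 100 of 100 for the parotid ones (highest other 1 in each), and at an unadjusted p in 3 of 70 (279, highest other 318) and 4 of 100 (401, highest other 703). Genes differing between sections were as many in 35 of 35 splits for M1 and M2, 100 of 100 for P1 and P2, 100 of 100 for M1 and P1 and 35 of 35 for M2 and P2 (highest other 1, 553, 340 and 1). Splits of P1 that called 981 genes point to a structure among these animals other than exposure, whose source was not tested.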

How the results depend on the processing

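The exact permutation of list means, the alternatives of counts over the list alone, and leaving out animals for expressed genes and for list differences were chosen after the data were seen; the other alternatives were not. Of 2867 values of 161 results under alternatives, 2372 were labelled the same, 247 weaker, 190 moved, 49 stronger and 9 reversed. A count was the same if equal to the main count or within a fixed ratio of it, and had moved otherwise. A test was the same if it kept its side of the threshold and any direction it has, also where it passed in neither setting. PIGR, TNFSF13, LPO, C3 and the other genes the paper names kept their sign in all 611 values. The cause of the changes below was not tested unless stated.

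Genes called at an adjusted p under 0.05 depended on the test. Limma called 0 in every section, edgeR on recovered reads 0 in M2 and P2, and DESeq2 on recovered reads 21 in M2 and 135 in P2. The authors' deposited p-values adjusted over the genes kept gave 202 in M1, 21 in M2, 69 in P1 and 136 in P2, 11 shared by M1 and M2 and 38 by P1 and P2, and all 32 of the paper's genes. edgeR and DESeq2 were not run in M1 and P1. With no trend in the variance model limma called 1 gene in P1, NRSN2. Without single animals it called 0 to 2 genes in M1, 0 to 1 in P1 and 0 to 72 in P2, and 0 to 1 of the paper's genes. The 72 came without control animal 2409.

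Gene lists past an adjusted p under 0.05 by camera, 22 in M1, 18 in M2, 8 in P1 and 10 in P2, became 0 in each section with an estimated correlation and 0 in each by exact permutation of list means. The permutation could hardly pass any list: at the smallest p the animals allow, 18 of 31 lists would have to reach it in M2, 5 of 31 in M1 and 6 of 32 in P1 and P2. By fry they were 2 in M1, 0 in M2, 0 in P1 and 1 in P2. Without single animals the count was 7 to 14 in P1 and 6 to 12 in P2. Immediate-early genes of M1 ranged from −0.564 to −0.0309 without single animals, with camera's direction reversed without control animal 2395. Cytosolic ribosomal protein genes reversed with quantile scaling, at 0.0185 in P1 and 0.00932 in P2, and ranged from −0.178 to 0.00664 in P1 and −0.175 to 0.0405 in P2 without single animals.

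Members past the threshold over the list alone ranged without single animals from 8 to 13 for fibroblasts and matrix in M1, 0 to 77 for the cell cycle in P1 and 0 to 17 for cholesterol synthesis in P2, where they were 0 with no trend. Cell cycle members in P2 stayed at 75 to 89.

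The exact permutation p of the first component of M1 was 0.056 with more of the variable genes and 0.087 with all genes. That of the first component of P1 was 0.032 with more genes and 0.040 with scaled genes, and that of its second 0.984 with more genes, 0.690 with all and 0.222 with scaled genes. Without single animals the exact permutation p was 0.024 to 0.135 for the first component of M1, 0.029 to 0.743 for the second of M2, 0.018 to 0.543 for the first and 0.018 to 0.232 for the second of P1, and 0.0079 to 0.111 for the first of P2.

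Expressed genes counted from a value of at least 1 reversed, with −62.2 genes in M1, −59.2 in M2, −217 in P1 and −296 in P2 in MAP exposed cattle. Such a value lies near that of a single read, which depends on the library's scaling, so expression was not told apart from scaling. With no block on the animal 0 genes differed between sections in every pair, as in the paired test. Without single animals 0 to 1 gene differed between M1 and P1 and 0 to 1 between M2 and P2.

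What depth limits was not tested by varying it. In data simulated at these depths and sample numbers limma recovered 92.4% of genes changed 4-fold in M1, P1 and P2 and 78.8% in M2, and a larger share of 4-fold than of 1.5-fold changes in every section.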

Differences from the paper's values

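The enrichment of the authors' calls was chosen after the values were seen and bears on no count below; the alternatives named here were set before the data were examined. At the paper's threshold, an adjusted p under 0.05, limma called 0 genes where the paper gives 205 for M1 (128 up, 77 down), 21 for M2 (13 up, 8 down), 61 for P1 (18 up, 43 down) and 135 for P2 (31 up, 104 down). The authors' deposited p-values adjusted over the genes kept gave 202 in M1 (126 up, 76 down), 21 in M2 (13 up, 8 down), 69 in P1 (20 up, 49 down) and 136 in P2 (32 up, 104 down), and DESeq2 on recovered reads 21 in M2 and 135 in P2. The alternatives of limma and edgeR differ from the paper's counts, at 0 to 2 genes in M1, 0 in M2, 0 to 1 in P1 and 0 to 72 in P2. In P2 72 genes without control animal 2409 were the closest of these, with 27 up and 45 down.

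Shared genes were 0 by limma against the paper's 11 for M1 and M2 and 34 for P1 and P2. With the authors' deposited p-values over the genes kept they were 11 (5 up, 6 down) and 38 (8 up, 30 down), and every other alternative gave 0. The paper's discussion gives 128 genes for M2 and 35 for P2, where limma called 0. These counts differ from the 21 and 135 of the paper's results as well.

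By limma, 0 of the 32 pairs of a gene and a section that the paper's text names passed an adjusted p under 0.05, among them PIGR, LPO, LF, TNFSF13, C3, C2, CFI, TIMP1, TNFRSF21, BoLA DR-ALPHA, SERPINA5, GPX3, IGFBP6, APOE, VWF, S100A4, IGFBP3, CDH13, CPB2 and ENSBTAG00000026758. The authors' deposited p-values called all 32, and DESeq2 on recovered reads all 11 of those in M2 and P2. Without control animal 2395 limma called CFI in M1, and without 2409 it called TNFSF13 in P2. All 32 had the paper's direction, and their log2 differences were within error of the authors', for instance −0.75 for PIGR in M1.

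The paper's text leaves 2402 out of M2, whereas the M2 table holds 2402 and lacks 2405.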

Other observations

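The 9 tests of explanations above and the counts over the list alone under alternatives were chosen after the data were seen. Markers of macrophages and of connective tissue were higher in M1 of MAP exposed cattle. Of 31 macrophage and dendritic cell genes 7 rose and 0 fell when adjusted over the list alone, with PLA2G7 at 61.4 ± 15.9 normalized counts in control and 209 ± 117 in MAP exposed cattle (SD, n = 5 and 5), SIGLEC10 at 37.2 and 78.4, and NCF1 at 95.9 and 187. Of 45 fibroblast and matrix genes 13 rose and 0 fell, with POSTN at 178 ± 91.4 and 408 ± 212 and elastin, ELN, at 734 ± 186 and 1275 ± 251 (SD). Of 24 endothelial genes 3 rose, ACKR1 (73.7 to 187), VWF and PLVAP (1335 to 1714). Over all genes 0 passed. Camera gave adjusted p = 5.3e-08 for macrophages, 1.8e-06 for matrix and 0.000786 for endothelium, and adjusted p = 0.207, 0.253 and 0.253 with an estimated correlation. The 7 macrophage genes became 3 without 2409 and 2 without 2420, the 13 matrix genes 8 without 2405, 2409, 2398 or 2420, and the 3 endothelial genes 0 without 2405, 2176 or 2420.

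Genes of the unfolded protein response, which follows the load of secreted protein, were lower in M1. ERN1 was at 1682 ± 427 and 994 ± 329, CREB3L2 at 3657 ± 419.6 and 2477 ± 384 and TRAM2 at 608 ± 88.8 and 394 ± 75.5 (SD, n = 5 and 5), and 4 of 32 fell over the list alone (camera adjusted p = 2.3e-07; adjusted p = 0.253 with an estimated correlation). The 4 became 2 without most single animals and 10 without 2155. Markers of secretory cells were lower in M1 as well. Serous acinar cells had a mean of −0.32 (SE 0.15) and plasma cells and B cells one of −0.31 (SE 0.13). Camera gave adjusted p = 0.000301 and 0.000133, and adjusted p = 0.253 for each with an estimated correlation. Plasma cell genes LY9 (403 to 162) and CD38 (47.3 to 21.1) fell over their list alone. They became 0 genes without 2409 and 11 without 2420. In P2, 10 of 24 genes of cholesterol synthesis fell over the list alone, with SQLE at 3775 ± 2239 and 1208 ± 521 and CYP51A1 at 3484 ± 1510.1 and 1369 ± 605 (SD, n = 5 and 5; camera adjusted p = 1.8e-13; adjusted p = 0.644 with an estimated correlation). They became 0 without 2395, 2425, 2398, 2155 or 2176. Endothelial markers (mean 0.40, SE 0.21) and fibroblast and matrix markers (0.25, SE 0.18) were higher in P2. All 11 mitochondrially encoded genes were lower there (mean −0.25, SE 0.21; −0.34 to −0.11 without single animals). For the latter camera gave adjusted p = 0.0192, and adjusted p = 0.747 with an estimated correlation. All 55 nuclear genes of oxidative phosphorylation were lower in P2, ATP5B for instance at 57054 ± 9183 and 44318 ± 8366 (SD), and 0 passed over the list alone (camera adjusted p = 1.1e-24; adjusted p = 0.716 with an estimated correlation). All 55 were also lower in P1 (mean −0.29, SE 0.16; camera adjusted p = 3.3e-17; adjusted p = 0.618 with an estimated correlation), whereas all 55 were higher in M1 (mean 0.24, SE 0.13; camera adjusted p = 2.0e-14; adjusted p = 0.309 with an estimated correlation), with a mean of 0.16 without 2194. In M2 31 were higher and 24 lower (mean 0.03, SE 0.24; camera adjusted p = 0.317). Compared within animals, no difference of this list between glands passed (M1 and P1, exact permutation test, p = 0.063, adjusted p = 0.271; M2 and P2, exact permutation test, p = 0.17, adjusted p = 0.517).

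Interferon-stimulated genes were higher on average in every section, with mean log2 differences of 0.72 (SE 0.38) in M1, 0.41 (SE 0.32) in M2, 0.63 (SE 0.48) in P1 and 0.62 (SE 0.41) in P2. Without MAP exposed animal 2176 the means were 0.46 in M1, 0.24 in P1 and 0.29 in P2, and in M2, which holds no library of 2176, the mean was 0.23 without 2155 or 2420. In M1 7 of 40 rose over the list alone, among them IFITM3 (598 ± 64.9 to 1581 ± 1048, SD) and IRF7 (866 ± 123 to 1419.9 ± 395, SD). This became 0 without 2405, 2398 or 2420 and 26 without 2402. In P1 2 T cell and NK cell genes passed over the list alone, GZMK (18.1 to 1.29) downward and CD244 (18.3 to 47.3) upward, and 0 did without 2425, 2398 or 2194. In P2 THBS2 (29.7 to 72.8) and ADAM33 (350.2 to 743) rose over the matrix list alone, and neither did without 2425, 2176 or 2194.

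According to the paper's Table S1, the M2 library of control animal 2405, which the table of M2 leaves out, had 94.9% uniquely mapped reads and 1.67% mapped to several places, against 91.0% to 93.7% and 1.98% to 3.05% in the other 18 mandibular libraries.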
